# Depletion of HuR in murine skeletal muscle enhances exercise endurance and prevents cancer-induced muscle atrophy

**DOI:** 10.1038/s41467-019-12186-6

**Published:** 2019-09-13

**Authors:** Brenda Janice Sánchez, Anne-Marie K. Tremblay, Jean-Philippe Leduc-Gaudet, Derek T. Hall, Erzsebet Kovacs, Jennifer F. Ma, Souad Mubaid, Patricia L. Hallauer, Brittany L. Phillips, Katherine E. Vest, Anita H. Corbett, Dimitris L. Kontoyiannis, Sabah N. A. Hussain, Kenneth E. M. Hastings, Sergio Di Marco, Imed-Eddine Gallouzi

**Keywords:** Skeletal muscle, Cancer

## Abstract

The master posttranscriptional regulator HuR promotes muscle fiber formation in cultured muscle cells. However, its impact on muscle physiology and function in vivo is still unclear. Here, we show that muscle-specific HuR knockout (muHuR-KO) mice have high exercise endurance that is associated with enhanced oxygen consumption and carbon dioxide production. muHuR-KO mice exhibit a significant increase in the proportion of oxidative type I fibers in several skeletal muscles. HuR mediates these effects by collaborating with the mRNA decay factor KSRP to destabilize the *PGC-1α* mRNA. The type I fiber-enriched phenotype of muHuR-KO mice protects against cancer cachexia-induced muscle loss. Therefore, our study uncovers that under normal conditions HuR modulates muscle fiber type specification by promoting the formation of glycolytic type II fibers. We also provide a proof-of-principle that HuR expression can be targeted therapeutically in skeletal muscles to combat cancer-induced muscle wasting.

## Abstract (web summary)

HuR is an RNA-binding protein that regulates myotube differentiation in vitro. Here, the authors show that the muscle-specific ablation of HuR in mice leads to enhanced endurance capacity and an increase in oxidative fibres by destabilising PGC1α-mRNA, and show that the mice are protected against cancer cachexia

## Introduction

The importance of skeletal muscle is underscored by its requirement for locomotion, posture, and breathing and by the fact that loss of muscle function and integrity can lead to crippling and deadly consequences^1,2^. Many cancers trigger rapid muscle wasting, a condition also known as cachexia, that in turn leads to resistance to treatment, low quality of life and death^3^.

Muscle fibers can be classified into two categories. Type I fibers are slow-contracting and are specialized for oxidative energy metabolism, having high levels of mitochondria and oxidative enzymes, and low levels of glycolytic enzymes than are found in type II fibers. Type II fibers are fast-contracting and are subdivided into three types. Type IIB are specialized for glycolytic metabolism, having high levels of glycolytic enzymes and low mitochondrial content. Type IIA are not metabolically specialized, having higher glycolytic enzyme levels than type I and higher mitochondrial content than type IIB. Type IIA and type I generate less force but are more resistant to fatigue in comparison with IIB fibers. Type IIX are intermediate between type IIA and type IIB in metabolic and contractile properties^1,4^. Each one of these fiber types expresses a unique isoform of the myosin heavy chain (MyHC) protein (Type I, IIA, IIX, and IIB respectively)^1,4^. Each individual muscle is composed of a mixture of various fiber types^4^. This heterogeneity in fiber type enables different muscle groups to achieve a variety of functions and movements^4^. Owing to their distinctive physiological and metabolic characteristics, fiber types are also differentially sensitive to specific pathophysiologic assaults. In pre-clinical mouse models of muscle-loss diseases, such as Duchenne Muscular Dystrophy (DMD) and cancer cachexia, Type II fibers are more prone to wasting when compared to Type I fibers^1,4,5^. Therefore, factors regulating fiber type in muscle could represent ideal drug targets for treating cachexia and other muscle wasting diseases.

It is well-established that factors such as the transcription factor peroxisome-proliferator-activated receptor gamma coactivator-1 alpha (PGC-1α) and the deacetylase Sirtuin 1 (Sirt1), modulate the fiber-type composition of skeletal muscles. Sirt1 enhances PGC-1α activity and together they promote the formation of oxidative (Type I) fibers^1,4^. In response to a stimulus such as voluntary exercise, the activation of Sirt1 leads to the deacetylation of PGC-1α. This in turn, upregulates the expression of NRFs (nuclear respiratory factors) and Tfam (mitochondria transcription factor A), which are key players in mitochondrial biogenesis and oxidative metabolism in muscles^1,4,6,7^. On the other hand, transcription factors such as Sineoculis homeobox homolog 1 (Six1) and nuclear factor of activated T-cells, cytoplasmic4 (NFATc4) modulate the expression of target genes involved in the formation of glycolytic type II or IIX fibers^1,4^. In addition to the specific genes activated by these factors, their impact on fiber-type specification also depends on their level of expression in response to various stimuli^1,4^. Therefore, the molecular mechanisms controlling the expression levels of these factors play a crucial role in muscle fiber-type specification under different conditions.

Although the expression of these and other factors is modulated transcriptionally^1,4^, some observations have established that post-transcriptional regulatory mechanisms also affect their levels in response to exercise. A decrease in the half-life of *PGC-1α* and *TFAM* messenger RNAs (mRNAs) by ~40–60% in slow-twitch oxidative muscles correlates with an increase in the expression levels of RNA-binding proteins (RBPs) such as HuR and the mRNA decay factor KSRP^8^. While a role for HuR and KSRP in the regulation of these and other mRNAs during exercise is still elusive, the involvement of HuR and KSRP in the formation of muscle fibers in cell culture is well-established^9–13^. During the early stages of myogenesis, HuR both promotes the translation of the *HMGB1* mRNA^11^ and collaborates with KSRP to reduce the expression of nucleophosmin (NPM) protein by destabilizing the *NPM* mRNA^12^. At later steps of myogenesis, however, HuR stabilizes the mRNAs encoding promoters of muscle fiber formation such as *MyoD*, *Myogenin*, and *p21*, only when muscle cells begin their fusion to form fibers (myotubes)^10^.

To investigate the in vivo relevance of HuR in muscle tissues, in this study we use the Cre-LoxP system to generate a HuR muscle-specific knockout mouse (*MyoDCre*^*+*^*;Elav1*^*fl/fl*^). We show that the loss of HuR leads to the enrichment of type I fibers resulting in the increased oxidative metabolic capacity of the skeletal muscle. This indicates that one of the main roles of HuR in skeletal muscles is to promote the formation and maintenance of glycolytic type II fibers. HuR mediates these effects by destabilizing the *PGC-1α* mRNA in a KSRP-dependent manner. We also provide data demonstrating that depleting the expression of HuR in muscles protects mice against cancer-induced muscle atrophy.

## Results

### HuR depletion in muscle improves endurance and oxidative capacity

The total knockout of the HuR gene (also known as *Elavl1*) is embryonic lethal (embryos die between E10.5-E14.5)^14^. We therefore generated an *Elavl1* muscle-specific knockout (muHuR-KO) mouse to investigate the in vivo role of HuR in muscle formation and muscle physiology. Mice carrying the *Elavl1*^*fl/fl*^ allele^14^ and mice expressing Cre recombinase under the control of the *MyoD* promoter^15^ were bred to obtain the HuR muscle-specific knockout (Fig. 1a). The knockout of HuR is initiated in muscle progenitor cells during embryogenesis, since Cre under the *MyoD* promoter is activated in the branchial arches and limb buds as early as day E10.5^15^.

**Fig. 1:**
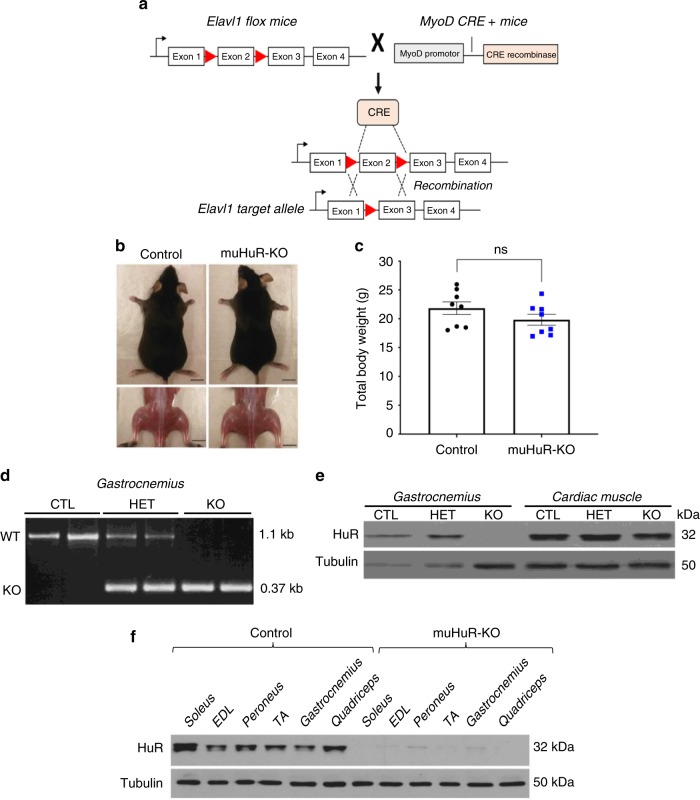
Generation of HuR muscle-specific knockout mice using the Cre-lox P system**. a** Diagram depicting the tissue-specific knockout strategy. Elavl1-flox mice (Lox P sites ►) were breed with mice expressing Cre recombinase under the control of the MyoD promoter (MyoD CRE^+^) to generate muscle-specific HuR KO mice. **b** Photographs of 2-month-old muHuR-KO and control male mice. Scale bars = 1 cm. **c** Total body weights of 8–10-weeks-old muHuR-KO and control mice (*n* = 8). The results are presented as mean ± S.E.M, *p < 0.05 unpaired *t*-test. **d** PCR amplification of the targeted region of the *Elavl1* gene in *gastrocnemius* muscle samples from control (CTL), heterozygote (HET), and muHuR-KO (KO) mice. Shown is a representative of agarose gel of the genotyping of all the mice used in this study (*n* = 30). **e** Representative western blot analysis, from four independent experiments, of HuR expression in skeletal and cardiac muscle tissue from control CTL, HET, and KO mice using antibodies against HuR or α-tubulin. **f** Representative western blot analysis of *soleus*, *extensor digitorum longus* (EDL), *peroneus*, *tibialis anterior* (TA), *gastrocnemius*, and *quadriceps* muscles from control and muHuR-KO mice using antibodies against HuR or α-tubulin. This blot is a representative of four independent experiments. Source Data are provided in the Source Data File

muHuR-KO mice are viable and do not exhibit any major change in their total body weight (Fig. 1b, c). Knockout of HuR was confirmed by genotyping with PCR primers and by western blot (WB) analysis in several hindlimb skeletal muscles, including the *quadricep*, *gastrocnemius*, *tibialis anterior* (TA), *soleus*, *peroneus*, and *extensor digitorum longus* (EDL) (Fig. 1d–f). The fact that muHuR-KO mice are healthy with no obvious defect suggests that, in vivo, the role of HuR in the formation, development and function of skeletal muscles is either redundant with other RBPs (see discussion) or that HuR-mediated regulation is more relevant in post-natal muscle development during adaptation to various muscle-related functions and needs.

To investigate the above-mentioned possibilities, we assessed muscle-related functions in muHuR-KO compared to control mice. To do this, we used invasive and non-invasive in vivo tests: in situ analysis of muscle contractility, which measures force generation and fatigability^16,17^, the treadmill exhaustion test, which estimates exercise capacity and endurance, and the limb grip strength assays, which determines muscle strength^18^. In situ analysis showed that although TAs of muHuR-KO mice exhibited a higher contraction force than those of control animals, they did not demonstrate any notable differences in the fatigability test (Fig. 2a). Additionally, a treadmill exhaustion test indicated that the time to exhaustion and the running distance covered by muHuR-KO mice was significantly longer than their control counterparts (Fig. 2b, c). In this test, muHuR-KO mice performed 20% more work than the control mice (Fig. 2d). Of note, this increase in endurance was accompanied by a slight decrease in muscle strength of the muHuR-KO mice (Fig. 2e and Supplementary Fig. 1). We also confirmed increased exercise endurance in the muHuR-KO mice using the accelerating Rota-rod and the Inverted-grid platform (Fig. 2f, g).

**Fig. 2:**
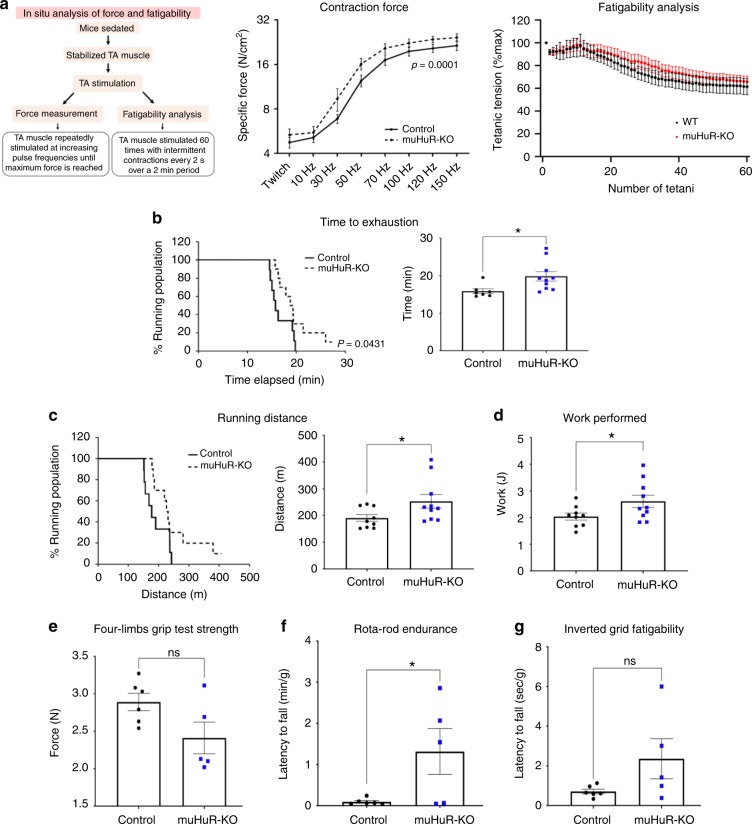
HuR muscle-specific KO mice have enhanced exercise endurance**. a** Left panel: schematic describing the method used to determine, in situ, force measurement, and fatigability of control and muHuR-KO mice. Middle panel: contractile function of the TA muscle was assessed in situ at various stimulation frequencies (Control: *n* = 8, muHuR-KO: *n* = 6). Right panel: fatigability of TA muscle was assessed in situ over 60 stimulation sessions with a resting period of 2 min between stimuli. Fatigability was normalized to TA muscle weight shown in (Supplementary Fig. 1a) (Control: *n* = 8, muHuR-KO: *n* = 6). **b**–**g** Physical performance was evaluated in age-matched control and muHuR-KO mice by performing a treadmill exhaustion test. Three parameters were measured with this test: **b** Time to exhaustion (left panel; survival plot showing the percentage of mice running at indicated time points. Right panel; mean duration of the run). **c** Running distance (left panel; survival plot showing the percentage of mice running at indicated distances. Right panel; mean distance ran) and **d** Work performed during test. [**b** Control: *n* = 7, muHuR-KO: *n* = 10, **c** control: *n* = 9, muHuR-KO: *n* = 10, **d** control: *n* = 9, muHuR-KO: *n* = 10]. **e** Grip strength was evaluated on control and muHuR-KO mice using a digital force gauge. Mice were allowed to grip using their four limbs (forelimb and hindlimbs) and peak force was measured in triplicate during two sessions (Control: *n* = 6, muHuR-KO: *n* = 5). **f** Endurance performance was assessed using a Rota-rod system. For each animal, the duration on the rod was measured twice with a resting period of 4 days in between. The latency to fall represents an average of the two sessions of evaluation (Control: *n* = 6, muHuR-KO: *n* = 5). **g** Fatigability was evaluated by performing an inverted-grid test, the latency to fall represents an average of two sessions of evaluation normalized to total body weight (Control: *n* = 6, muHuR-KO: *n* = 5). Statistical analysis for in situ data shown in **a** was performed using two-way ANOVA. The results are presented as mean ± S.E.M, *p < 0.05 unpaired *t*-test **b**–**g** Source Data are provided in the Source Data File

Enhanced endurance is generally associated with an increased oxidative capacity of skeletal muscle fibers^1,4,19^. Therefore, we used the Columbus Instrument’s Comprehensive Animal Monitoring System (CLAMS)® (Fig. 3a) to determine the rate of oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_), two indicators widely used to measure the oxidative capacity of rodents and humans^20^. While we did not observe any change in the voluntary movement of these animals (Supplementary Fig. 2a), muHuR-KO mice showed a higher rate of VO_2_ consumption and VCO_2_ production than their control littermates (Fig. 3b, c). The muHuR-KO animals exhibited a slight increase in the respiratory exchange ratio (RER), that is most evident during the peak of voluntary movement (Fig. 3d), suggesting that, at least under non-exercise conditions, the depletion of HuR favors the usage of carbohydrate as a source of energy in skeletal muscles^21^. On the other hand, several key components of the electron transport chain (ETC) complexes such as CIII and CIV, as well as the ATP synthase CV, a well-established indicators of mitochondrial oxidative respiration^22^, show a significant increase in their expression level in muHuR-KO muscles (Fig. 3e). The fact that the absence of HuR did not have any effect on heat production levels (Supplementary Fig. 2b), suggested that the oxidative phenotype observed in muHuR-KO mice is not associated with metabolic uncoupling^23^. Therefore, overall our results indicate that the specific disruption of the *HuR* gene in muscle improves exercise endurance and oxygen consumption.

**Fig. 3:**
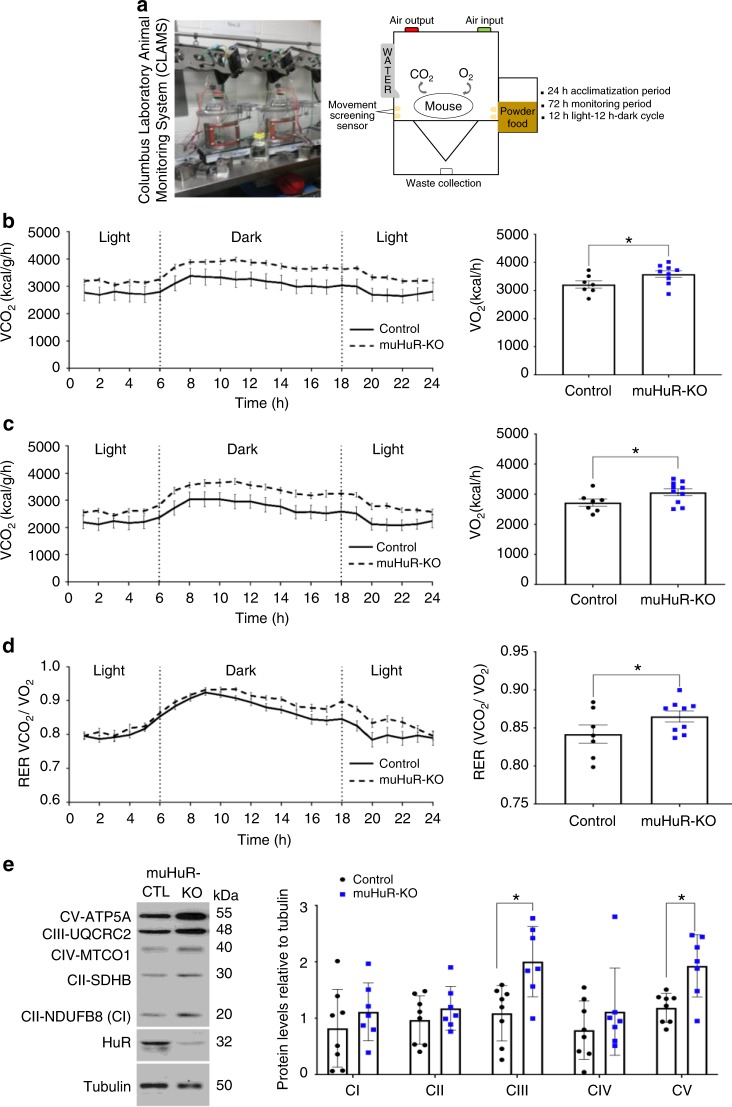
muHuR-KO mice show an increased oxidative capacity**. a** Schematic illustrating the Comprehensive Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, OH) that was used to complete a 3-day indirect calorimetry study in age-matched mice under a 12 h light–12 h dark cycle. **b**, **c** Oxygen consumption (V̇O_2_) (**b**), and carbon dioxide production (V̇CO_2_) (**c**) were measured over the 3 days following a 24-h acclimation period. **d** Respiratory exchange ratio (RER) was calculated as the ration of V̇CO_2_/V̇O_2_. The graphs on the left depicts the average values at each time point while that on the right shows the average or cumulative (only for activity) values over the 72 h period. **b**–**d** Data obtained was analyzed using the CLAMS examination tool (CLAX; Columbus Instruments) version 2.1.0. (Control: *n* = 7, muHuR-KO: *n* = 9). The results are presented as mean ± S.E.M, *p < 0.05 unpaired *t*-test. **e** Left panel: western blot analysis of levels of OXPHOS complexes in the mitochondria of control and muHuR-KO mice. Right panel: quantifications of the levels of the complexes are presented as the mean ± S.E.M, *p < 0.05 unpaired *t*-test (control: *n* = 8, muHuR-KO: *n* = 7). Source Data are provided in the Source Data File

### Loss of HuR in muscle promotes type I oxidative fibers

Improved endurance is, in general, associated with a noticeable increase in the proportion of type I fibers^24^. Hence, we examined the fiber-type composition of several muscles isolated from control and muHuR-KO mice by performing metachromatic ATPase staining with specific antibodies against Myosin Heavy Chain (MyHC) I, IIA, and IIB. The *soleus* of muHuR-KO mice showed a ~17% enrichment of Type I fibers when compared to control animals, while Type IIA fibers decreased by ~16% (Fig. 4a–c and Supplementary Table 1). In keeping with this, the *soleus* of muHuR-KO mice showed an increase in the steady-state levels of mRNAs encoding some promoters of type I-fibers such as *Tnnl1* and *MyHC I*, and a decrease in promoters of type II-fibers such as *Tnnt3* and *MyHC IIB* (Fig. 4d). The same effects on the proportion of fiber Type I and on the expression modulators of fiber-type specification were also observed in both the *peroneus* and EDL of the muHuR-KO mice (Supplementary Figs. 3 and 4 and Supplementary Table 1). We also carried out a muscle fiber size analysis by measuring cross-sectional area and found that the distribution pattern of fiber size in the *soleus* was not affected by HuR loss (Fig. 4e–g). Thus, the observed change in fiber-type composition is not associated with a defect in muscle fiber generation or growth. Altogether these findings demonstrate the involvement of HuR in the regulation of muscle fiber-type composition in vivo, where the presence of HuR favors the formation of type II, while its depletion promotes the formation of type I.

**Fig. 4:**
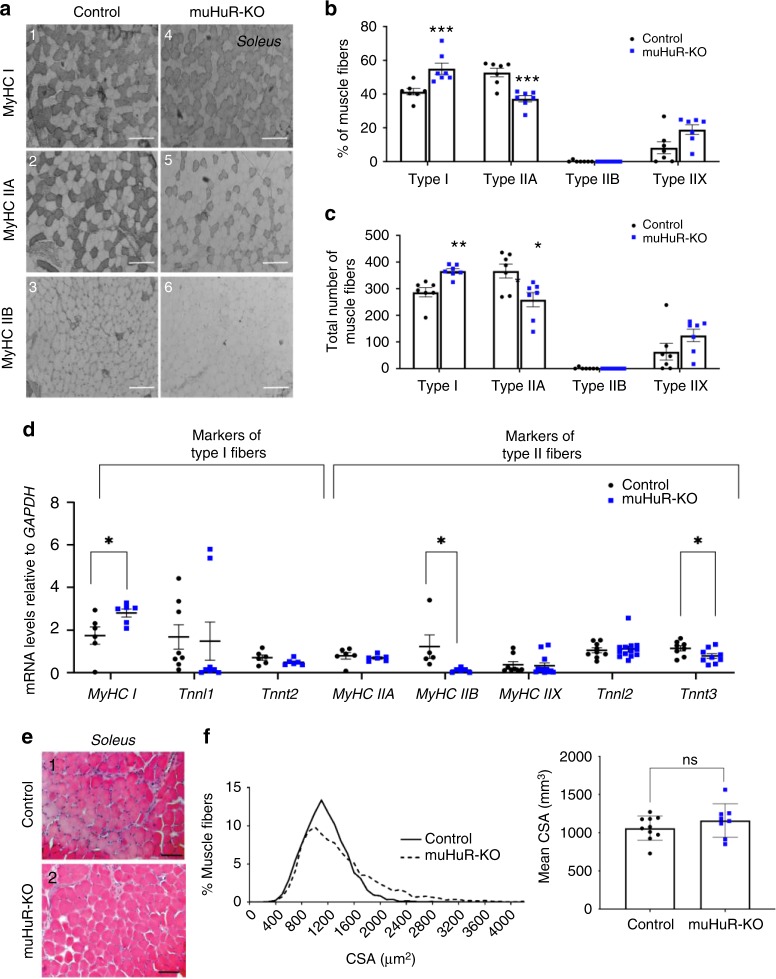
Depletion of HuR in skeletal muscle increases the proportion of type I fibers. **a** Representative photomicrographs of serial sections of *soleus* muscles from control and muHuR-KO mice taken after immunostaining with anti-Myosin Heavy Chain (MyHC) antibodies type I, type IIA, and type IIB. Scale bars: 100 μm. Photomicrographs are representative of sections prepared from seven different mice. **b** Quantification of muscle fibers type I, type IIA, and type IIB was ascertained manually. Fibers type IIX were calculated by counting the unstained fibers. Results are graphed as a percentage of the total number of fibers per muscle. **c** Total number of fibers per muscle is shown for the muscles analyzed in **b**. *n* = 7 mice for **b**, **c**. **d** mRNA expression of known markers of fiber-type specificity, *MyHC I, Tnnt2, and MyHC IIA (n* *=* *6 mice), TnnI1 (n* *=* *8 mice), MyHC IIB (Control n* *=* *5, muHuR-KO n* *=* *6 mice), MyHC IIX (Control n* *=* *8, muHuR-KO n* *=* *12 mice), TnnI2 (Control n* *=* *9, muHuR-KO n* *=* *13 mice), and Tnnt3 (Control n* *=* *8, muHuR-KO n* *=* *9 mice)* was assessed by RT-qPCR. mRNA levels were standardized against *GAPDH* and plotted relative to the expression in control mice. **e** Representative photomicrographs of *soleus* muscles sections from control and muHuR-KO mice taken after H&E staining. Scale bars: 100 μm (*n* = 8 mice).** f** Left panel: mean CSA of *soleus* muscles fibers from control and muHuR-KO mice were analyzed from sections stained with H&E. Right panel: frequency histogram showing the distribution of muscle fiber CSA in the *soleus* muscles from control and muHuR-KO mice. (control: *n* = 10, muHuR-KO: *n* = 8). Results are presented as mean ± S.E.M, *p < 0.05, **p < 0.01, ***p < 0.001 unpaired *t*-test. Source Data are provided in the Source Data File

### HuR depletion in muscle activates PGC-1α and its associated pathway

To delineate the molecular mechanisms through which HuR modulates fiber-type specification in mice, we performed a high-throughput mRNA sequencing (RNA-seq) analysis. 

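The RNA-seq data come from the soleus, a hind limb muscle of mixed slow and fast fibers, of 4 mice aged 10 weeks by their labels. muHuR-KO mice 1-9 and 3-9 carry a Cre recombinase driven by MyoD that removes exon 2 of Elavl1, the gene for HuR, and control mice 3-8 and 3-12 lack it. The labels write LoxP-/- for all 4 mice where the paper describes floxed alleles, and tell the groups apart by the Cre alone. Elavl1 (ENSMUSG00000040028.10, chromosome 8 of GRCm38 from 4285382 to 4325413, minus strand) had 1207 ± 3.34 normalized counts (SD, n = 2) in muHuR-KO muscle, 1350 in control 3-8 and 1190 in control 3-12. The log2 fold change of muHuR-KO was -0.16 against control 3-8 (standard error 0.21, adjusted p = 0.673 from limma) and -0.07 against both controls (standard error 0.25, adjusted p = 0.9999 from limma). These counts cover the whole gene and not exon 2 alone, so they check the genotype of no library. Paired-end reads from the NextSeq platform were aligned by the authors to GRCm38 (mm10) with TopHat2 2.0.10, counted per gene with HTSeq 0.6.1 and divided by a size factor of each library with DESeq2. The annotation and the strand setting of the counting are not stated in the paper's text, so reads of overlapping and antisense genes may not be told apart. Whole reads could be recovered from the normalized counts of every library to within 0.01 reads, and came to 25767295 for control 3-8, 13301715 for control 3-12, 30362871 for muHuR-KO 1-9 and 33348893 for muHuR-KO 3-9. The paper's methods give a larger number, of sequenced reads per sample, and all values here rest on the counts assigned to genes. The authors' unshrunken fold changes equal the log2 ratio of the mean of both muHuR-KO libraries to control 3-8, to within 0.0123 in each of 15019 genes, so control 3-12 is not in them, and the paper gives no reason for leaving it out. Fold changes were therefore computed first for muHuR-KO against control 3-8 and then for muHuR-KO against both controls. The values were log2-transformed after adding 1, and the 13287 genes with a mean of at least 10 normalized counts were tested with limma (eBayes with a trend). Against control 3-8, the spread came from the muHuR-KO pair alone and the lone control was assumed to vary like it. After the data had been examined, each library was also corrected by a loess curve against the GC content of the transcripts.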

Total RNA was isolated from *soleus* muscles of muHuR-KO and control littermates and was used to prepare and sequence four mRNA libraries^25^. The clear separation of the two genotypes was evident in the heatmap showing the 17,534 genes detected through RNA-seq analysis in both control and muHuR-KO mice (Supplementary Fig. 5a). 

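The largest distance between libraries was that between the controls 3-8 and 3-12, which lay 89.8 apart (Euclidean distance of log2 values over 13287 genes). Control 3-8 lay 79.2 from muHuR-KO 1-9 and 73.0 from muHuR-KO 3-9. Control 3-12 lay 54.1 and 48.9 from the same libraries, and the muHuR-KO libraries lay 49.2 apart. The first principal component held 65.35% of the variance and placed control 3-8 at -56.2, muHuR-KO 3-9 at 9.43, muHuR-KO 1-9 at 14.95 and control 3-12 at 31.8. Reads were found for 17533 genes in at least 1 library and for 14858 genes in all 4. Each library was then compared with the other 3 by limma. Control 3-8 differed in 1696 genes at an adjusted p under 0.05, of which 47 were higher and 1649 were lower. No gene passed for control 3-12, muHuR-KO 1-9 or muHuR-KO 3-9 by limma or edgeR, and 310, 178 and 49 genes respectively had an unadjusted p under 0.05. Control 3-8 is among the other 3 in these comparisons and widens their spread, so these low counts were to be foreseen. In control 3-8, the 53 subunits of the respiratory complexes had a median log2 difference of 0.36 from the other libraries and the 50 ribosomal proteins one of 0.47. The 22 proteins of AU-rich element binding and mRNA decay had a median of -0.63 and the 10 long RNAs of the nucleus one of -0.88. The difference of control 3-8 from the other libraries ran with GC content. Among the 1318 genes of lowest GC content (30.96 to 41.41%), its median log2 difference was -1.04 (0.45 in control 3-12, 0.27 in muHuR-KO 1-9 and 0.24 in muHuR-KO 3-9). Among the 1318 genes of highest GC content (57.87 to 71.32%), it was 0.36 (-0.18, -0.21 and 0.07 in the same order). After the correction for GC content, 612 genes differed between control 3-8 and the other libraries, 292 of them higher and 320 lower. Only 47 were higher before, so most of the 292 had not been called higher.

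**Figure D1:**
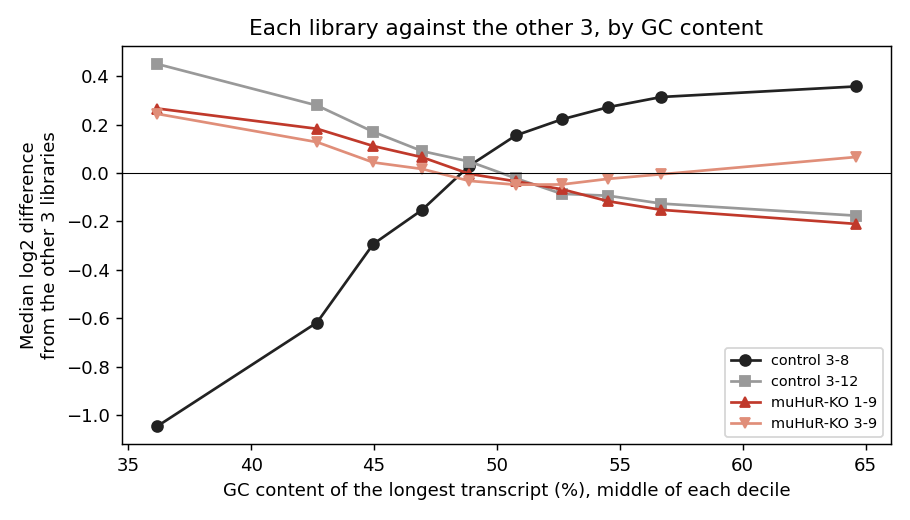
Median log2 difference of each library from the other 3, in 10 groups of genes of rising GC content (x axis, percent GC of the longest transcript at the middle of each group). Control 3-8 runs from -1.04 in the group of lowest GC content to 0.36 in that of highest, and the other libraries stay between -0.21 and 0.45.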

RNAseq-data was further examined using a DESeq2 package for differential expression analysis. A volcano plot of the acquired data shows the general profile of gene expression and highlights the genes that are up (right side) or downregulated (left side) in muHuR-KO muscles when compared to control counterparts (Fig. 5a). 

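Against control 3-8, 1287 genes were higher and 17 were lower in muHuR-KO muscle among 13287 tested genes at an adjusted p under 0.05 from limma. Among the largest increases were Slc5a3, which carries sodium and myo-inositol into cells, Mki67, a marker of dividing cells, and Tlr3, a receptor for double-stranded RNA. Slc5a3 (ENSMUSG00000089774.2, chromosome 16 of GRCm38 from 92058322 to 92087473) had 538 ± 111 normalized counts (SD, n = 2) in muHuR-KO muscle, 102 in control 3-8 and 289 in control 3-12. The log2 fold change of Slc5a3 was 2.38 against control 3-8 (standard error 0.28, adjusted p = 0.00852 from limma) and 1.63 against both controls (standard error 0.48). Mki67 had 87.4 ± 15.7 (SD, n = 2), 12.7 in control 3-8 and 90.1 in control 3-12. Tlr3 had 152 ± 41.2 (SD, n = 2), 30.3 in control 3-8 and 169 in control 3-12. Pi15, a peptidase inhibitor, had a log2 fold change of 3.09 against control 3-8 and of -0.37 against control 3-12. The largest decreases included Nr4a3, an orphan nuclear receptor that responds to exercise, Cdh22, a cadherin, Rfx2, a transcription factor, and 1700016C15Rik. Nr4a3 had 101 ± 40.6 normalized counts (SD, n = 2), 296 in control 3-8 and 55.2 in control 3-12, with a log2 fold change of -1.60 against control 3-8 (standard error 0.39, adjusted p = 0.0302 from limma). Cdh22 had 34.3 ± 5.58 (SD, n = 2), 95.7 in control 3-8 and 79.1 in control 3-12, and Rfx2 had 209 ± 25.6 (SD, n = 2), 518 and 283. 1700016C15Rik had 52.6 ± 4.23 (SD, n = 2), 146 in control 3-8 and 40.5 in control 3-12. In the authors' deposited DESeq2 comparison, 800 genes are higher and 10 lower at an adjusted p under 0.05. Of the 1287 and the 17 genes here, 794 and 9 are shared with it. There Rfx2 passes (adjusted p = 0.0209 from DESeq2). Nr4a3 (0.0889), Cdh22 (0.339) and 1700016C15Rik (0.281) do not pass there. Cdh22 also lost its call here after the correction for GC content (adjusted p = 0.103 from limma). Over all 4 libraries no gene passed an adjusted p of 0.05 by limma, edgeR or DESeq2, and 102 had an unadjusted p under 0.05 from limma. Against control 3-8 the count was 1387 with edgeR and 1035 with DESeq2, 448 (242 higher and 206 lower) after the correction for GC content, and 0 without the trend or without the filter on low counts.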

Each dot represents a single gene while the horizontal and vertical dashed lines indicate the statistically significance threshold (log2FC > 0.5 or < −0.5, *p* = 0.05). 

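Against control 3-8, 2252 genes were at least 1.5-fold higher and 279 at least 1.5-fold lower in muHuR-KO muscle at an unadjusted p under 0.05 from limma, which makes 89.0% of 2531 genes higher. Among them were genes of the extracellular matrix, of the interferon response and of the nucleus. Of 26 extracellular matrix genes, listed before the data were examined, 4 were higher and none was lower. This was at an adjusted p under 0.05 from limma (4 when adjusted over the list alone). The list as a set had an adjusted p of 0.019 with a preset correlation between genes (camera) and 0.952 with an estimated correlation. The estimate rests on 1 residual degree of freedom against control 3-8, so a list could hardly pass with it, here or below. The preset correlation takes the genes as nearly independent, although all share control 3-8. Its p, here and below, therefore does not measure the spread between mice. Postn, which encodes periostin, had 2873 ± 1293 normalized counts (SD, n = 2) in muHuR-KO muscle, 658 in control 3-8 and 1755 in control 3-12. Lox, the enzyme that crosslinks collagen, had 268 ± 19.2 (SD, n = 2), 80.1 and 200.5 in the same order, and Col11a1, a fibrillar collagen chain, had 659 ± 175 (SD, n = 2), 159 and 425. Of 25 interferon-stimulated genes, 5 were higher and none was lower (7 when adjusted over the list alone), with an adjusted p of 0.0283 from camera and 0.975 with an estimated correlation. Gbp7, a guanylate-binding protein of a multigene family that may share reads, had 473 ± 132 (SD, n = 2), 107 in control 3-8 and 471 in control 3-12. Of 10 long RNAs kept in the nucleus, 5 were higher and none was lower (7 when adjusted over the list alone), with an adjusted p of 9.09e-04 from camera and 0.864 with an estimated correlation. Neat1, the RNA scaffold of paraspeckles, was not among the 5, with 49498 ± 8609 (SD, n = 2), 25646 in control 3-8 and 29393 in control 3-12 (adjusted p = 0.0657 from limma against control 3-8). Against the other 3 libraries, the matrix list had a median log2 difference of 0.50 in muHuR-KO 1-9 and -0.09 in muHuR-KO 3-9, and the interferon list 0.57 and -0.17. Marker genes of fibroblasts (0.63 and -0.29), tendon (0.75 and -0.11) and macrophages (0.89 and -0.43) were also high in muHuR-KO 1-9 alone. Over all 4 libraries, 84 genes were higher and 18 lower at the same thresholds (82.4% of 102 genes higher). Without control 3-8 there were 536 such genes, 55.4% of them higher, and without control 3-12 there were 2513, 88.5% of them higher. After the correction for GC content, 1060 genes were higher and 818 lower against control 3-8. The authors' deposited p and shrunken fold changes give 1553 genes higher and 73 lower at these thresholds. At 1.5-fold with any p they give 1861 higher and 97 lower.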

From the 1914 genes affected in the *soleus* muscle of HuR knockout mice (1.5-fold change or more), 86% were increased, while only 14% were decreased (Supplementary Data 1). 

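Npm1, which encodes nucleophosmin, a nucleolar chaperone of ribosome assembly, was higher in muHuR-KO muscle than in control 3-8. Npm1 (ENSMUSG00000057113.13, chromosome 11 of GRCm38 from 33152287 to 33163206) had 3968 ± 112 normalized counts (SD, n = 2) in muHuR-KO muscle, 2330 in control 3-8 and 4406 in control 3-12. Its log2 fold change was 0.77 against control 3-8 (standard error 0.21, adjusted p = 0.0482 from limma) and 0.31 against both controls (standard error 0.34, adjusted p = 0.9999 from limma). The authors' deposited shrunken value for Npm1 is 0.695, with an adjusted p of 0.081 from their DESeq2 test, which does not pass 0.05. Myod1 encodes the myogenic transcription factor MyoD and Hmgb1 a chromatin protein that is also released as a signal, and neither passed the test. Myod1 (ENSMUSG00000009471.4, chromosome 7 from 46376474 to 46379099) had 397 normalized counts in muHuR-KO 1-9, 227.5 in muHuR-KO 3-9, 457 in control 3-8 and 217 in control 3-12. Its log2 fold change was -0.60 against control 3-8 (standard error 0.34, adjusted p = 0.323 from limma) and -0.07 against both controls (standard error 0.44). Hmgb1 (ENSMUSG00000066551.12, chromosome 5 from 149046702 to 149184489) had 7002 ± 636 (SD, n = 2) in muHuR-KO muscle, 5222 in control 3-8 and 8800 in control 3-12. For Hmgb1 the log2 fold change was 0.42 against control 3-8 (standard error 0.22, adjusted p = 0.294 from limma) and 0.04 against both controls (standard error 0.32). After the correction for GC content, the log2 fold changes against control 3-8 were 0.13 for Npm1 (adjusted p = 0.813 from limma), -0.36 for Myod1 (adjusted p = 0.622) and -0.47 for Hmgb1 (adjusted p = 0.296). Npm1 and Hmgb1 have processed pseudogenes in the mouse genome with which they may share reads, so their counts are uncertain.

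**Figure D2:**
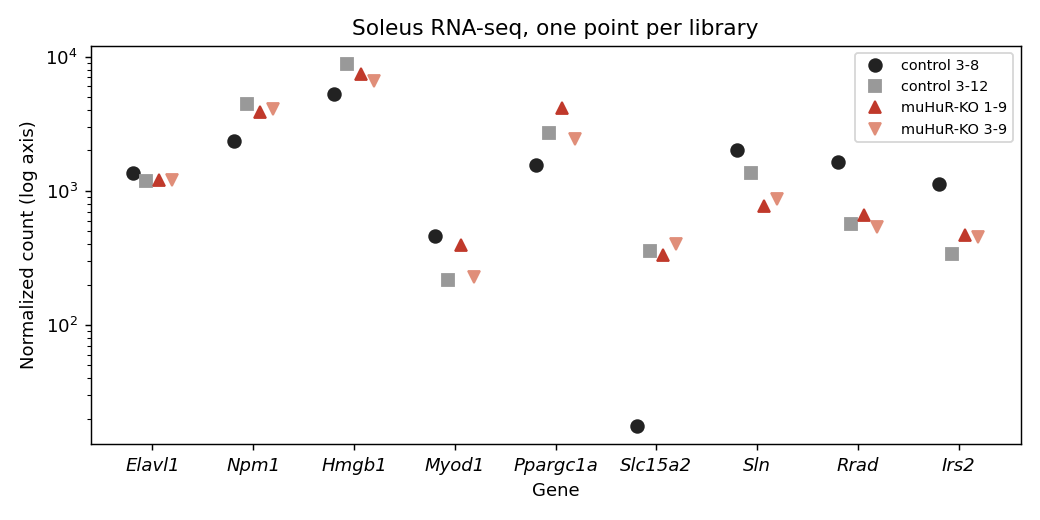
Normalized counts (log axis) of 9 genes in soleus muscle, with 1 point for each library and no error bars. Npm1 lies at 2330 in control 3-8 and between 3889 and 4406 in the other libraries, and Elavl1 lies between 1190 and 1350 in all 4.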

Of note, the steady level of well-known HuR mRNA targets in muscle fibers, such as *MyoD*, *Nucleophosmin (NPM)* and *HMGB1*, were as expected, decreased (*MyoD*), increased (*NPM*) or remained unaffected (*HMGB1)* (Fig. 5b)^9–12^. 

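The genes that were higher in muHuR-KO muscle than in control 3-8 were for the most part as high in control 3-12. Over these 1287 genes, the median log2 difference of the muHuR-KO mean was 1.31 from control 3-8 and -0.20 from control 3-12. Both muHuR-KO libraries lay above control 3-12 in 158 of them (12.3%). Over all tested genes, the same median difference from control 3-12 was -0.15, -0.09 and -0.07 in the 3 of 10 groups of lowest GC content. Malat1, a long RNA of nuclear speckles, was among the 158, with 52423 ± 8989 normalized counts (SD, n = 2) in muHuR-KO muscle, 17866 in control 3-8 and 33057 in control 3-12. Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, had 1733 ± 14.8 (SD, n = 2), 697 in control 3-8 and 1656 in control 3-12, with a log2 fold change of 1.31 against control 3-8 (standard error 0.21, adjusted p = 0.00852 from limma). Igf1, which encodes the growth factor, had 1184 ± 300.3 (SD, n = 2), 450.2 in control 3-8 and 1061 in control 3-12. Of the 17 genes lower than in control 3-8, 7 (41.2%) were lower than control 3-12 in both muHuR-KO libraries. For genes chosen otherwise, chance would give 33.3% if control 3-12 and the muHuR-KO libraries did not differ at all. These genes were chosen by the muHuR-KO libraries themselves, for their small gap and their distance from control 3-8. Their share by chance is therefore likely higher than 33.3%, and the 7 of 17 do not set the muHuR-KO libraries apart from control 3-12. The 1287 genes had a median GC content of 41.7%, against 49.8% for all tested genes. Of the higher genes with a known GC content, 1105 (86.5%) lay in the 3 of 10 equal groups of lowest GC content, up to 45.98%. After the correction for GC content, 224 of the 1287 were still called higher and 8 of the 17 still lower. Without the trend of the test no gene passed. From the larger share of increased transcripts, the paper proposes that HuR acts on balance to destabilize its target mRNAs in this tissue.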

The fact that the majority of the affected transcripts in the absence of HuR are increased, raises the possibility that, in vivo, HuR has an overall destabilizing activity on its mRNA targets in skeletal muscle.

**Fig. 5:**
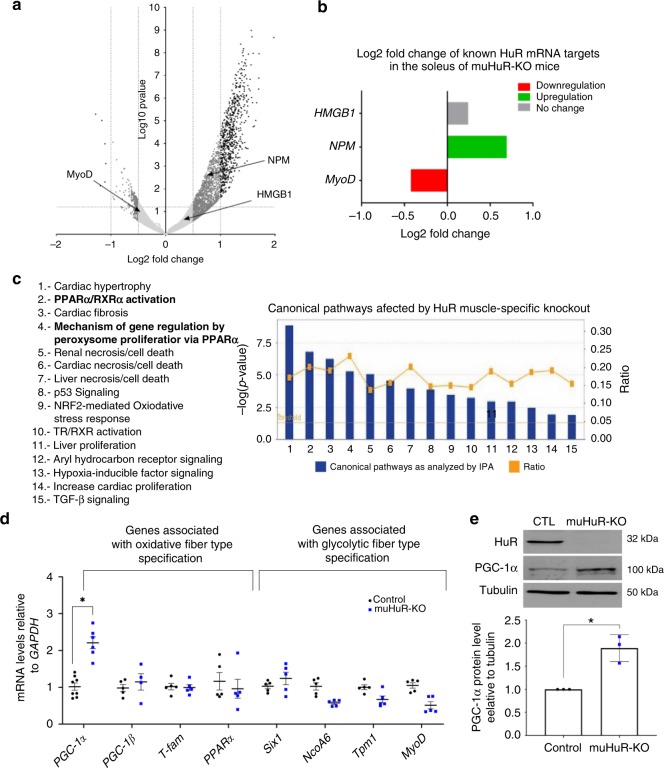
Increased PGC-1α expression in muHuR-KO muscle. **a** Volcano plot showing the log2 fold-difference in mRNA expression in the *soleus* muscle of control and muHuR-KO mice as assessed by the DESeq2 analysis of the RNA-seq data. Negative values indicate decrease in gene expression while positive values refer to upregulation of gene expression. Dash lanes indicate threshold for statistical significance (*p* = 0.05 for log2FC > 0.5, < 0.5). The location of known HuR mRNA targets, including *NPM*, *HMGB1*, and *MyoD* are shown. **b** Comparison of log2 fold change score of the previously identified HuR mRNA targets *NPM*, *HMGB1*, and *MyoD* is shown. **c** Bar graph indicating the signaling pathways affected by the knockout of HuR in *soleus* muscle as analyzed by Ingenuity Pathway Analysis software (IPA®). The *x*-axis represents the identified pathways. The *y*-axis (left) shows the −log10 of the *p*-value. The ratio (*y*-axis, right) represented by the orange points is calculated as follows: numbers of genes in each pathway that meet cutoff criteria, divided by total numbers of genes that are involved in that pathway. The horizontal orange line indicates the threshold above which there is statistical significance. **d** Total RNA was isolated from *soleus* muscles of control and muHuR-KO mice and relative expression level of genes associated with PPAR signaling and/or fiber-type specification (*PGC-1α, PGC-1β, Tfam, PPARα, Six1, NCOA6, Tpm1, MyoD*) was assessed by RT-qPCR. Relative mRNA levels were standardized against *GAPDH* and plotted relatively to the expression in control mice (*n* = 5 mice all the genes except for *PGC-1α*, were control *n* = 8 and muHuR-KO *n* = 6). **e** Western blot (top panel) and relative quantification (bottom panel) of PGC-1α protein levels in *soleus* muscle from control and muHuR-KO mice using antibodies against PGC-1α, HuR, or α-tubulin (*n* = 3). The results are presented as mean ± S.E.M, *p < 0.05 unpaired *t*-test. Source Data for panels **d**, **e** are provided in the Source Data File and raw data for RNAseq are provided in Supplementary Data 1

Next, to identify the pathways affected by the loss of HuR, we performed a core analysis using the Ingenuity Pathway Analysis software (IPA: Ingenuity Systems®). 

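Signaling proteins and coregulators around PPARα were among the genes that were higher in muHuR-KO muscle than in control 3-8, while the genes that PPARα switches on were higher about as often as all tested genes. Of 55 receptors, coregulators and upstream signaling proteins of PPARα, listed before the data were examined and not from the commercial software, 16 were higher and 1 was lower at an adjusted p under 0.05 from limma (19 and 1 when adjusted over the list alone). Plcb4, a phospholipase, had 709 ± 95.7 normalized counts (SD, n = 2) in muHuR-KO muscle, 213 in control 3-8 and 723 in control 3-12. Jak2, a cytokine receptor kinase, had 1322 ± 10.0 (SD, n = 2), 493 and 1365 in the same order. Nrip1, a corepressor of nuclear receptors, had 318 ± 7.37 (SD, n = 2), 108 in control 3-8 and 478 in control 3-12, and Prkaa2, the catalytic subunit of AMP-activated kinase of muscle, had 8672 ± 128 (SD, n = 2), 3746 and 9188. The log2 fold changes against control 3-8 were 1.72 for Plcb4, 1.42 for Jak2, 1.54 for Nrip1 and 1.21 for Prkaa2. Their adjusted p ran from 0.00852 to 0.00928 by limma. After the correction for GC content, Prkaa2 had a log2 fold change of 0.38 (adjusted p = 0.417 from limma). The calls of Plcb4, Jak2 and Nrip1 held. The 16 are 29.1% of the list, where 9.69% of all tested genes were higher (odds ratio 3.86, one-sided Fisher's exact test, p = 4.22e-05). This test takes genes as independent, although every call shares control 3-8. Its p, here and after the correction, therefore does not measure the spread between mice. The median log2 fold change of the list was 0.23, with an adjusted p of 0.0114 from camera and 0.864 with an estimated correlation. After the correction for GC content, 5 of the 55 were higher and 1 was lower, and the 5 are 9.09% of the list against 1.82% of all tested genes (odds ratio 5.48, one-sided Fisher's exact test, p = 0.00319). Of 22 genes that PPAR receptors switch on in muscle, 2 were higher and none was lower (2 when adjusted over the list alone), with a median of 0.25 and an adjusted p of 0.432 from camera. These were Ucp3, a mitochondrial uncoupling protein, with 3674 ± 659 (SD, n = 2), 1997 in control 3-8 and 3454.5 in control 3-12, and Cd36, a fatty acid transporter, with 18943 ± 2154 (SD, n = 2), 10003 and 22975. The call of Cd36 ended with the correction for GC content, at a log2 fold change of -0.15 (adjusted p = 0.795 from limma), and that of Ucp3 held at 1.00. Over all 4 libraries no gene of either list passed by limma, and the medians were 0.08 and -0.02. The median of the 55 was -0.13 without control 3-8.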

Two of the top five canonical pathways identified by IPA were associated with the activity of the transcription factor, *Peroxisome proliferator-activated receptor alpha* (PPARα) (Fig. 5c and Supplementary Fig. 5b). PPARα plays a critical role in energy production and lipid and carbohydrate metabolism and also regulates the expression of genes involved in peroxisomal and mitochondrial β-oxidation^4^. A reduction in the expression levels or a complete deletion of the PPARα gene are associated with an increased endurance capacity of animals. On the other hand, PPARβ/δ collaborate with PGC-1α to promote oxidative phenotype and increase endurance capacity of skeletal muscles^4^.

To validate our IPA analysis, total RNA from *soleus*, *peroneus* and EDL muscles of both control and muHuR-KO mice was prepared and used to determine the transcript levels of genes involved in the PPARα signaling pathway or fiber-type specification such as *PGC-1α, PGC-1β*, *Tfam*, *PPARα*, *Six1* (Sineoculis homeobox homolog 1), *NCOA6* (Nuclear receptor coactivator 6), *Tpm1* (Tropomysin 1), and *MyoD*^1,4^. Consistent with the RNAseq data and the observed type I fiber enrichment phenotype, we observed a twofold increase in the steady-state level of both *PGC-1α* mRNA and protein in the *soleus* of muHuR-KO mice when compared to control littermates (Fig. 5d, e). However, although maintained, the increase in *PGC1α* expression level was less drastic in the *peroneus* and EDL of muHuR-KO mice (Supplementary Fig. 6). 

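In the RNA-seq libraries of soleus, Ppargc1a, which encodes PGC-1α, was higher in both muHuR-KO libraries than in control 3-8 and did not pass the adjusted threshold with limma. Ppargc1a (ENSMUSG00000029167.13, chromosome 5 of GRCm38 from 51454250 to 51567726, minus strand) had 4126 normalized counts in muHuR-KO 1-9, 2426 in muHuR-KO 3-9, 1563 in control 3-8 and 2695 in control 3-12. The log2 fold change was 1.02 against control 3-8 (standard error 0.30, adjusted p = 0.0666 from limma) and 0.62 against both controls (standard error 0.37, adjusted p = 0.9999 from limma). Against control 3-8 it passed with edgeR (adjusted p = 0.0384) and with DESeq2 (adjusted p = 0.0208), and was 0.29 after the correction for GC content (adjusted p = 0.622 from limma). The authors' deposited value is a shrunken log2 fold change of 0.92 with an adjusted p of 0.0416 from their DESeq2 test. Of 21 factors of mitochondrial biogenesis, listed before the data were examined, 3 were higher than in control 3-8 and none was lower by limma (4 when adjusted over the list alone). The median of the list was -0.21, its mean 0.09 and its adjusted p 0.986 from camera. Gabpa, a subunit of nuclear respiratory factor 2, had 1564 ± 4.86 (SD, n = 2) in muHuR-KO muscle, 687.5 in control 3-8 and 1764 in control 3-12, with a log2 fold change of 1.18 against control 3-8 (standard error 0.21, adjusted p = 0.00945 from limma) and of 0.43 after the correction for GC content (adjusted p = 0.343 from limma). None of the 21 passed over all 4 libraries.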

HuR loss, on the other hand, had a very little effect on the steady-state level of *PGC-1β* and *Tfam* mRNAs, two factors associated with the oxidative phenotype (Fig. 5d and Supplementary Fig. 6). In addition, loss of HuR not only decreased, as expected^9,12^, the steady-state level of *MyoD* mRNA, but also the levels of mRNAs encoding other factors involved in the glycolytic phenotype such as *PPARα, Six1* and *Tpm1* (Fig. 5d and Supplementary Fig. 6)^4^.

It is well-established that the induction of an oxidative phenotype in muscles is, in general, associated with an increase in fatty acid oxidation and mitochondria biogenesis and function^1,4^. While muHuR-KO muscle did not exhibit any change in the expression levels of genes involved in fatty acid transport and oxidation, such as *Acadv1, CD36, FAS, LDL, UCP2*, and *UCP3*^1,4^, it did show an increase in the level of *NRF1* (nuclear respiratory factor 1) mRNA (Supplementary Fig. 7b), a known promoter of mitochondrial oxidative respiration in various tissues including muscle^4^. However, the ratio between mitochondrial (*mtDNA*) and nuclear (*nDNA*) DNA was unchanged in both muHuR-KO muscles and their control counterparts (Supplementary Fig. 7c), indicating that while the depletion of *HuR* gene in muscles does not affect mitochondrial biogenesis, it could be associated with an enhancement of mitochondrial activity.

Altogether, these results show that by regulating the expression levels of key genes such as *PGC-1α*, HuR controls energy metabolism and fiber-type specification of skeletal muscles.

### HuR collaborates with KSRP to destabilize PGC-1α mRNA in muscle cells

PGC-1α is one of the major promoters of type I oxidative phenotype in skeletal muscle^4^. As a first step in determining the way by which HuR regulates PGC-1α expression, we investigated whether HuR binds to the *PGC-1α* mRNA in muscle cells. Consistent with previous observations^26^, we were unsuccessful in immunoprecipitating HuR from skeletal muscle extracts. Therefore, we used the well-established C2C12 myoblasts, to assess, as we did before^9,11,12,27^, the association between HuR and *PGC-1α* mRNA. Similar to what was observed in the *soleus*, small- interfering ribonucleic acid (siRNA)-mediated HuR depletion in C2C12 myoblasts^11,12^ significantly increased *PGC-1α* mRNA and protein levels (Fig. 6a, b). Immunoprecipitation of HuR from these myoblasts coupled with reverse transcription quantitative PCR (RT-qPCR) analysis revealed that HuR forms a complex with the *PGC-1α* mRNA (Fig. 6c).

**Fig. 6:**
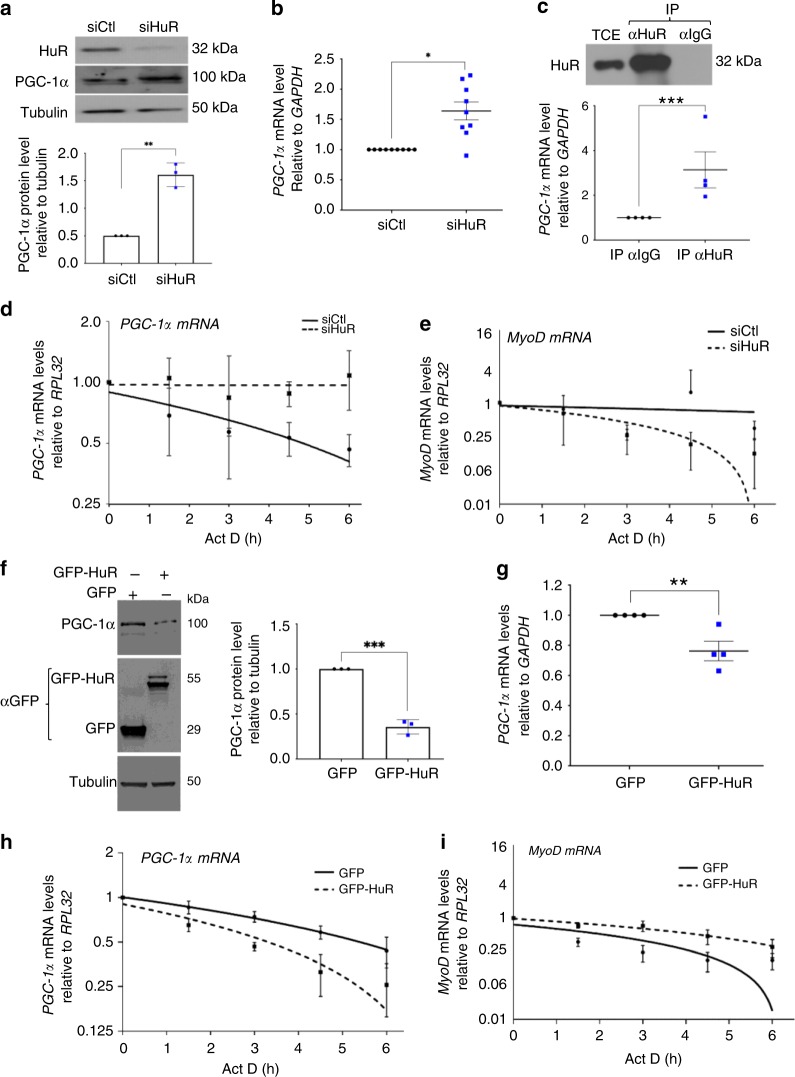
HuR destabilizes the PGC-1α mRNA in muscle cells. **a** Western blot (top panel) and relative quantification (bottom panel) of PGC-1α protein levels in myoblasts treated with or without siHuR using antibodies against PGC-1α, HuR, or α-tubulin (*n* = 3). **b** Total RNA was isolated from myoblasts treated as in **a** and *PGC-1α* expression was assessed by RT-qPCR. *PGC-1α* mRNA level were standardized against *GAPDH* and plotted relatively to siCtl (*n* = 9). **c** Top panel: western blot showing the immunoprecipitation (IP) of HuR using an anti-HuR antibody (3A2) or IgG as control. (Bottom panel) RT-qPCR were used to determine the association of the *PGC-1α* mRNA to HuR. Normalized *PGC-1α* mRNA levels were plotted relatively to the IgG control (*n* = 4). **d**, **e** The stability of the *PGC-1α* (**d**) and *MyoD* mRNAs (**e**) was determined in myoblasts depleted (siHuR) or not (siCtl) of HuR and treated with Actinomycin D (ActD) for 0, 1.5, 3, 4.5, or 6 h (**h**). mRNA levels were then standardized against *RPL32* mRNA levels and plotted relative to the abundance of mRNA at time 0 of ActD treatment (which is represented as 1) (*n* = 3). The line of best fit was determined by linear regression using the data points for siCtl and siHuR. Error bars represent ± S.E.M. **f** Western blot (left panel) and relative quantification (right panel) of PGC-1α protein levels in myoblasts expressing GFP or GFP-HuR using antibodies against PGC-1α, GFP or α-tubulin (*n* = 3). **g** Total RNA was isolated from myoblasts overexpressing or not HuR (GFP-HuR) and relative *PGC-1α* expression was assessed by RT-qPCR. *PGC-1α* mRNA level were standardized against *GAPDH* and plotted relatively to siCtl (*n* = 4). **h**, **i** Myoblasts expressing GFP or GFP-HuR were used to assess the stability of the *PGC-1α* (**h**) and *MyoD* (**i**) was determined as described in panels **d**, **e** (*n* = 3). For **d**, **e**, **h**, **i** the line of best fit was determined by linear regression using the data points for siCtl and siHuR. Error bars represent ± S.E.M. The results in **b**, **c**, **f**, **g** are presented as mean ± S.E.M, *p < 0.05, **p < 0.05, ***p < 0.005 unpaired *t*-test. Source Data for all panels are provided in the Source Data File

Next, we determined the post-transcriptional level through which HuR regulates *PGC-1α* mRNA expression. To test mRNA translation, we performed polysome fractionation experiments on C2C12 myoblasts depleted or not of HuR, using siRNA control (siCtl) or against HuR (siHuR), and followed the recruitment of *PGC-1α* mRNA to heavy polysomes, a well-established assay used to identify actively translated messages^12^. We observed no difference in the levels of *PGC-1α* mRNA in heavy polysomes in the presence or absence of HuR (Supplementary Fig. 8). Actinomycin D pulse-chase experiments^12,28^ were used to determine if HuR regulates the stability of the *PGC-1α* mRNA in these cells. Knocking down HuR in myoblasts increased the half-life of *PGC-1α* mRNA from 6 to > 10 h (Fig. 6d). As expected^12^, however, loss of HuR destabilized known mRNA targets of HuR such as *MyoD* (Fig. 6e) and *Myogenin* (Supplementary Fig. 9). On the other hand, C2C12 myoblasts overexpressing GFP-HuR exhibited a significant decrease in the expression levels of PGC-1α protein and mRNA, as well as a ~40% reduction in the half-life of *PGC-1α* transcript (Fig. 6f–i). We also observed that the depletion of HuR does not affect the stability of other mRNAs involved in fiber-type specification such as *Tnnl1, Tnnl2, Six1, NFATc1*, and *NCOA6* (Supplementary Fig. 9). Collectively, these results strongly suggest that HuR antagonizes the type I fiber phenotype in muscle cells by destabilizing *PGC-1α* mRNA, leading to a decreased expression of PGC-1α protein.

Next, we examined the possibility that KSRP could be involved in the HuR-mediated destabilization of the *PGC-1α* mRNA. Immunoprecipitation experiment coupled with RT-qPCR analysis showed that KSRP, similarly to HuR, associates with the *PGC-1α* mRNA in myoblasts (Fig. 7a). Furthermore, knockdown of KSRP in these cells^12^ significantly increased both the steady-state level and the half-life of *PGC-1α* mRNA (Fig. 7b, c). We previously demonstrated that HuR and KSRP form a tight complex in C2C12 myoblasts and that the binding of HuR or KSRP to the *NPM* mRNA requires an intact HuR/KSRP complex^12^. Using similar experimental approaches, we observed that this is also the case for the binding of *PGC-1α* mRNA to either one of these RBPs (Fig. 7d, e). Therefore, one way by which HuR promotes the glycolytic phenotype in muscle cells and tissues is by destabilizing the *PGC-1α* mRNA in a KSRP-dependent manner.

**Fig. 7:**
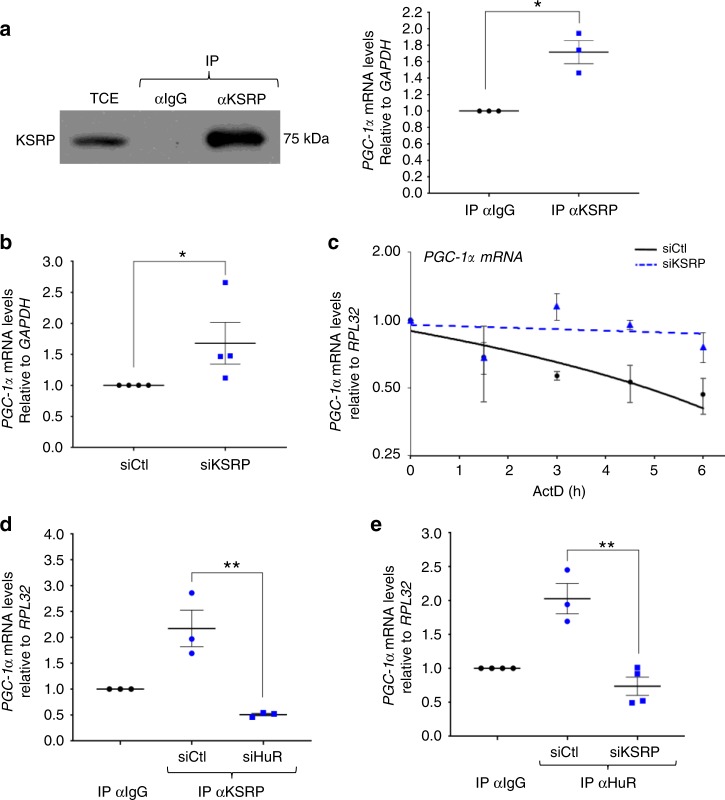
KSRP collaborates with HuR to destabilize the PGC-1α mRNA in muscle cells. **a** Left panel: western blot demonstrating the immunoprecipitation (IP) of KSRP using an anti-KSRP antibody or IgG as a negative control. Right panel: RT-qPCR experiments were performed to determine the association of *PGC*-1α mRNA to immunoprecipitated KSRP. Normalized *PGC-1α* mRNA levels were plotted relatively to the IgG negative control (*n* = 3). **b** Total RNA was isolated from C2C12 myoblasts treated with or without siKSRP and relative *PGC-1α* expression was assessed by RT-qPCR. *PGC-1α* mRNA level were standardized against *GAPDH* and plotted relatively to the siCtl condition (*n* = 4). **c** The stability of the *PGC-1α* mRNA was determined in muscle cells depleted or not of KSRP and treated with Actinomycin D (ActD) for 0, 1.5, 3, 4.5, or 6 h. mRNA levels were then standardized against *RPL32* mRNA levels and plotted relative to the abundance of mRNA at time 0 of ActD treatment (which is represented as 1) (*n* = 3). The line of best fit was determined by linear regression using the data points for siCtl and siKSRP. Error bars represent ± S.E.M. **d**, **e** IP coupled to RT-qPCR experiments was performed using anti-KSRP (**d**) or anti-HuR (**e**) antibodies on total extract from C2C12 myoblasts treated with siHuR (**d**), or siKSRP (**e**). *PGC-1α* mRNA levels in the samples immunoprecipitated with anti-KSRP or anti-HuR were normalized to the corresponding IgG sample. The results are presented as mean ± S.E.M, **p < 0.01 unpaired *t*-test. **d** (*n* = 3), **e** (*n* = 4 for IPIgGsiCtl, IPIgG siKSRP, and IPHuR siKSRP; *n* = 3 for IPHuR siCtl). Source Data for all panels are provided in the Source Data File

### muHuR-KO mice are resistant to cancer-induced muscle wasting

Several reports have suggested that at late stages, numerous cancers preferentially target type II glycolytic fibers to trigger rapid muscle loss, a deadly condition also known as cachexia-induced muscle wasting^29^. Furthermore, the upregulation of PGC-1α expression has been associated with not only the promotion of type I oxidative fibers but also with the prevention of muscle atrophy induced by several conditions^30,31^. Therefore, we tested the possibility that the muHuR-KO mice could be protected from disease-induced muscle wasting.

To achieve this, we injected in control and muHuR-KO mice the Lewis Lung Carcinoma (LLC) cells, a cancer-cell model that is widely used to trigger muscle wasting in C57BL/6 mice^32,33^. Although, both control and muHuR-KO mice-bearing LLC tumors (LLC-Control and LLC-muHuR-KO) show no change in total body weight during the four weeks of tumor growth (Supplementary 10a), upon sacrifice the carcass weight minus tumor weight of the muHuR-KO mice demonstrated a significant protection from LLC-induced weight loss when compared to their control counterparts (Fig. 8a). Of note, control and muHuR-KO mice-bearing LLC tumors show no difference in tumor growth or tumor burden and exhibit comparable levels of systemic inflammatory response, as evidenced by the enlargement of the spleen, as well as by the loss of hindlimb fat pad (Supplementary Fig. 10b–e). Importantly, the atrophy of several hindlimb muscles, including the *gastrocnemius*, TA, *soleus* and *peroneus*, is significantly lower in LLC-muHuR-KO mice when compared to LLC-control mice (Fig. 8b). In addition, the expression levels of *atrogin-1/MAFbx* and *MuRF-1* mRNAs, two muscle-specific ubiquitin ligases that play an essential role in promoting cancer-induced muscle loss^34^, is strongly induced (6-fold) in the muscle of LLC-control but not in LLC-muHuR-KO mice (Fig. 8c). Moreover, the high expression levels of *PGC1α* observed in muHuR-KO muscle was also maintained in the presence of LLC tumors (Fig. 8d). The expression levels of *MyHC I* was significantly reduced in control mice-bearing LLC tumors, while the high expression levels of MyHC I observed in the absence of HuR was maintained in muscles from LLC-muHuR-KO mice (Fig. 8e). Furthermore, the cross-sectional area (CSA) analysis of muscle fibers in LLC-control mice is decreased when compared to those of the LLC-muHuR-KO mice (Fig. 8f). Collectively, these results demonstrate that loss of HuR specifically in skeletal muscle protects mice from cancer-induced muscle wasting.

**Fig. 8:**
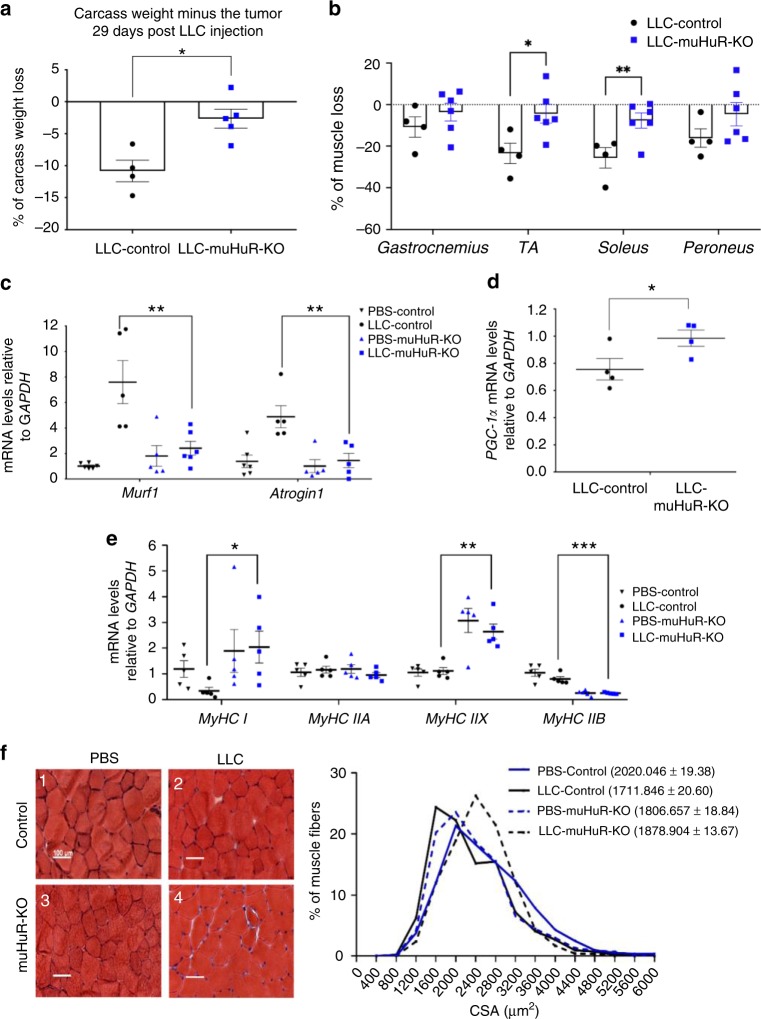
HuR ablation in skeletal muscle ameliorates cancer-induced muscle wasting. Muscle atrophy was evaluated in Ctl and muHuR-KO mice using the LLC model of cachexia. **a** Catabolic wasting was assessed post-mortem on tumor-bearing LLC-Ctl and -muHuR-KO mice by measuring total body weight minus tumor weight. The results are presented as mean ± S.E.M *p < 0.05 unpaired *t*-test, (LLC-Control *n* = 4, LLC-muHuR-KO *n* = 5). **b** Muscle atrophy was assessed by determining the relative loss of muscle mass in *gastrocnemius*, TA, *soleus*, and *peroneus* muscles from LLC-Control and LLC-muHuR-KO mice. Percentage (%) of muscle loss in both groups is shown relative to non-tumor PBS injected mice from each cohort (LLC-Control *n* = 4 and LLC-HuR-KO *n* = 6). **c**–**e** Total RNA was isolated from the *gastrocnemius* muscle of control and muHuR-KO mice bearing or not LLC tumors. Relative mRNA expression levels of *Atrogin1 and MuRF1* (**c**)*, PGC-1α* (**d**), *MyHC I, MyHC IIA, MyHC IIB, and MyHC IIX* (**e**) was ass**e**ssed by RT-qPCR and mRNA expression levels was determined relative to *GAPDH* transcript. Expression levels are shown as the fold of induction relative to control-PBS treated mice. (**d**, *n* = 4), (**c**, **e**, *n* = 5). **f** Left panel: representative photomicrographs of *gastrocnemius* muscles sections from control and muHuR-KO mice taken after H&E staining. Scale bars **=** 100 μm. Right panel: frequency histogram showing the distribution of muscle fiber CSA in the *gastrocnemius* muscles from control and muHuR-KO mice bearing or not LLC tumors (*n* = 4 mice per group). A total of 500 fiber per muscle were used for the CSA analysis. The results are presented as mean ± S.E.M, *p < 0.05, **p < 0.005, ***p < 0.0005 unpaired *t*-test. Source Data for **a**, **b**, **c**, **d**, **e**, and **f** (right) panels are provided in the Source Data File

## Discussion

In this work, we demonstrate that, in vivo, the RBP HuR plays an important role in muscle physiology as well as in deciding muscle fate under disease conditions. muHuR-KO mice show a significant increase in exercise endurance, a phenotype that is explained in part by an enrichment of type I fibers. This enrichment most likely arises from an increase in PGC-1α levels, a key regulator of energy metabolism and a promoter of type I muscle fiber formation^4^. These observations establish that, under normal conditions, HuR plays a crucial role in the formation and probably maintenance of type II fibers, and antagonizes the formation of type I fibers, by reducing the expression of PGC-1α. Mechanistically, HuR mediates this effect by forming a complex with the mRNA decay factor KSRP^12^, leading to the destabilization of the *PGC-1α* mRNA. Additionally, HuR also participates in the debilitating outcome of cancer cachexia on muscle integrity since the muHuR-KO mice are protected from cancer-induced muscle wasting. Overall, our findings demonstrate that an important function of HuR in adult skeletal muscle is to favor the formation of type II fibers and provide a proof-of-principle that interfering with the function of HuR can prevent cancer-induced muscle loss.

Based on the fact that HuR is required for muscle fiber formation in cell culture^9,11,12^, we anticipated that muHuR-KO mice would show strong muscle defects with debilitating consequences. The absence of an obvious and severe phenotype in these mice was, therefore, surprising and unexpected. Interestingly, previous studies have reported similar discrepancy between the ex-vivo (cell culture) and the in vivo impact on the myogenic process of important pro-myogenic factors, such as MyoD and Myf5. While the overexpression of MyoD or Myf5 triggers myogenesis in several cell types, leading to their conversion to muscle fibers^35^, the knockout of either one of these genes in mice did not affect muscle development, leading to normal and healthy animals^36,37^. However, the double knockout of both *MyoD* and *Myf5* genes generated mice without functional muscles that die soon after birth^38^. Hence, it was concluded that MyoD and Myf5 proteins have an overlapping role in muscle development and formation during embryogenesis. It is, therefore, possible that this could also be the case for HuR, and functional redundancies with other RBPs could exist to ensure proper muscle fiber formation and function. Indeed, it is well-established that RBPs such as KSRP, Zfp36l1, Zfp36l2, and YB1 (Y-Box-binding protein 1) modulate muscle fiber formation in vitro^13,39,40^. This work and previous observations^12^ indicate that HuR collaborates with KSRP to execute some of its function in muscle cells. In addition, similarly to HuR, YB1 promotes muscle fiber formation in vitro, by stabilizing target mRNAs^39^. Hence, it will be of high interest to investigate whether HuR could have functional redundancy with RBPs such as YB1 or others both in vitro and in vivo.

muHuR-KO mice exhibit a significant increase in their exercise endurance capacity, oxygen consumption, and CO2 release. These observations together with high level of oxidative type I fibers in various muscles of muHuR-KO mice, was a clear indication that the depletion of HuR in skeletal muscles is associated with an oxidative phenotype. However, unexpectedly the respiratory exchange ratio (RER) (VCO2/VO2), which is normally used as an indicator of substrate utilization (carbohydrate or fat) by mitochondria for energy production^41^, was also increased in the muHuR-KO mice. These results suggest that under conditions of voluntary movement, muHuR-KO mice have an improved rate of carbohydrate oxidation when compared to control littermates. It is well-established, however, that high RER during exercise is associated with reduced endurance in rodent^42^, and is a predictor for obesity in human populations^43^. Therefore, the fact that muHuR-KO have a higher RER may seem contradictory to their enhanced exercise endurance. However, this discrepancy could be explained in part by the fact that our calorimetry studies were performed in the absence of imposed exercise conditions. During exercise, substrate utilization for energy production rapidly switches from carbohydrate to fat^42^. Therefore, based on the high endurance level of muHuR-KO mice, we predict that during their engagement into continued physical exercise the RER response will show an increase at the early stages that will be followed by a rapid decrease. This pattern will be consistent with a shift in substrate usage for energy metabolism from carbohydrate to fat as the exercise activity continues and intensifies^41^. Performing such experiments will test this possibility and will shed more light on the role of HuR in muscle function.

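Single genes of insulin signaling went both ways in muHuR-KO muscle against control 3-8, a few of fatty acid uptake and oxidation were higher, and no gene of glycolysis or of the respiratory complexes passed the test. Of 21 genes of insulin signaling and glucose uptake, listed before the data were examined, 4 were higher and 2 lower at an adjusted p under 0.05 from limma (5 and 3 when adjusted over the list alone), with a median log2 fold change of 0.05 and an adjusted p of 0.986 from camera. Of 28 genes of fatty acid uptake and oxidation, 3 were higher and none was lower (3 when adjusted over the list alone), with a median of -0.16 and an adjusted p of 0.537 from camera, and the 3 are near the 9.69% of all tested genes that were higher. Lpl, the lipase that releases fatty acids from circulating fat, was 1 of the 3, with 73827 ± 6600 normalized counts (SD, n = 2) in muHuR-KO muscle, 33388 in control 3-8 and 87777 in control 3-12. Its log2 fold change against control 3-8 was 1.14 (standard error 0.28, adjusted p = 0.0343 from limma), and 0.62 after the correction for GC content (adjusted p = 0.273 from limma). Of 53 nuclear-encoded subunits of respiratory complexes and ATP synthase, none passed singly or when adjusted over the list alone. Their median log2 fold change was -0.38 against control 3-8, with an adjusted p of 8.47e-07 from camera and 0.864 with an estimated correlation, and -0.20 against both controls. Of 19 glycolytic enzymes, none passed over all genes or when adjusted over the list alone, with a median of -0.28 (0.00565 without control 3-8) and an adjusted p of 0.028 from camera and 0.864 with an estimated correlation. Over all 4 libraries none of these genes passed by limma. The comparison of groups by the commercial pathway software could not be repeated, since its gene lists are not in the files.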

Our RNA-seq data indicate that the largest group of genes affected by the depletion of HuR in muscle are those involved in primary metabolic processes such as the PPARα signaling pathway^44^. 

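Slc15a2, which encodes the peptide transporter PEPT2, was higher in muHuR-KO muscle than in control 3-8, and Sln, Rrad and Irs2 were lower. The study chose these genes from the same libraries, so their counts are not independent evidence of a direction. Slc15a2 (ENSMUSG00000022899.9, chromosome 16 of GRCm38 from 36750177 to 36784962) had 368 ± 48.8 normalized counts (SD, n = 2) in muHuR-KO muscle, 17.6 in control 3-8 and 353 in control 3-12. Its log2 fold change was 4.31 against control 3-8 (standard error 0.29, adjusted p = 0.00106 from limma) and 2.18 against both controls (standard error 1.13, adjusted p = 0.9999 from limma). Sln encodes sarcolipin, an inhibitor of the calcium pump of the sarcoplasmic reticulum, and lies on chromosome 9 from 53850164 to 53854560. It had 820.3 ± 66.8 (SD, n = 2) in muHuR-KO muscle, 2010 in control 3-8 and 1352 in control 3-12, so that both muHuR-KO libraries were below both controls. Its log2 fold change was -1.29 against control 3-8 (standard error 0.22, adjusted p = 0.0089 from limma) and -1.01 against both controls (standard error 0.29, adjusted p = 0.9999 from limma). Rrad, a small GTPase that inhibits calcium channels, had 599.6 ± 91.2 (SD, n = 2), 1647 in control 3-8 and 563 in control 3-12, with a log2 fold change of -1.46 against control 3-8 and -0.69 against both controls. Irs2, an adaptor of the insulin receptor, had 461 ± 12.0 (SD, n = 2), 1118 in control 3-8 and 338.5 in control 3-12, with log2 fold changes of -1.28 and -0.42. All 4 calls against control 3-8 held after the correction for GC content, with log2 fold changes of 3.78 for Slc15a2, -1.48 for Sln, -1.22 for Rrad and -1.06 for Irs2. They ended without the trend of the test, where Sln had an adjusted p of 0.0623 from limma.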

Interestingly, many of the genes (such as sarcoplasmic reticulum Ca2 + -ATPases (SLN), Ras-related glycolysis inhibitor, and calcium channel regulator (Rrad), insulin receptor substrate 2 (irs2), and peptide transporter 2 (PEPT2) (Supplementary Data 1)) are associated with metabolic imbalance and weight-related diseases^45,46,47^. These results raise the possibility that in vivo HuR could be involved in metabolic plasticity, impacting muscle function and fate. Future studies will be needed to address the potential involvement of HuR in the onset of metabolic disorders or weight-related diseases.

Our data clearly establish that the enrichment of oxidative type I fibers in muHuR-KO mice is driven, at least in part, by the increased expression of PGC-1α. This observation also indicates that in skeletal muscles HuR promotes a glycolytic type II fibers and that this effect could be mediated by its ability to down-regulate PGC-1α expression by destabilizing *PGC*-1α mRNA in a KSRP-dependent manner. This conclusion is supported by two facts, (1) our observation that in myoblasts HuR associates with KSRP and that similar to HuR knockdown, the depletion of KSRP stabilizes *PGC-1α* mRNA, (2) an intact HuR/KSRP complex is required for the association of either of these RBPs with *PGC-1α* mRNA. Although, the mRNA destabilizing activity of HuR has been previously reported in several cell lines, including muscle cells^48,12,49^; this effect of HuR was considered a rare event that is either specific to some cell types or is linked to particular growth conditions. 

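The mRNAs of proteins that bind AU-rich elements or take part in mRNA decay were themselves among those higher in muHuR-KO muscle than in control 3-8. Of 22 measured, listed before the data were examined, 7 were higher and none was lower at an adjusted p under 0.05 from limma (9 when adjusted over the list alone). The median log2 fold change of the list was 0.45 against control 3-8, with an adjusted p of 0.00345 from camera and 0.864 with an estimated correlation, and 0.10 against both controls. Pum2, an RNA-binding repressor, had 3109 ± 398 normalized counts (SD, n = 2) in muHuR-KO muscle, 1300 in control 3-8 and 3951 in control 3-12. Xrn1, the exonuclease that degrades uncapped mRNA, had 348 ± 36.6 (SD, n = 2), 142 in control 3-8 and 473 in control 3-12. Their log2 fold changes were 1.25 (adjusted p = 0.00917 from limma) and 1.29 (adjusted p = 0.0138 from limma) against control 3-8, and -0.35 and -0.44 against control 3-12. The median of the list was -0.23 without control 3-8. After the correction for GC content, the log2 fold changes against control 3-8 were 0.59 for Pum2 (adjusted p = 0.175 from limma) and 0.58 for Xrn1 (adjusted p = 0.259 from limma). With length corrected as well, the log2 fold change of Xrn1, 2 muHuR-KO against control 3.8, turned to -0.0746.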

The fact that the depletion of HuR in the *soleus* leads to the upregulation of > 85% of the ~1900 affected mRNAs provide a strong indication that in skeletal muscle HuR mainly acts as an mRNA destabilizer rather than a stabilizer. It is likely however, that the impact of HuR on the fate of its mRNA targets in vivo is tissue specific. Indeed, the knockout of HuR specifically in the pyramidal neurons of the hippocampus leads to a significant reduction in the expression levels of the *PGC1α* transcript^50^, indicating that in the brain HuR likely acts as a stabilizer for this mRNA. One explanation of this functional dichotomy of HuR is that in different cell types and tissues, HuR associates with various protein ligands and undergoes unique post-translational modifications such as phosphorylation and methylation^9,12,51,52^. However, we still do not know whether any of these regulatory mechanisms affect HuR function in vivo nor their impact on HuR functional switch from stabilizing to destabilizing the same target mRNA.

In addition to the impact of the oxidative phenotype on muscle function and exercise endurance, type I fibers are resistant to atrophy during various disease conditions such as, DMD, denervation, disuse, and cancer cachexia^24,53–55^. In keeping with this, we show that the muHuR-KO mice are protected against cancer (LLC)-induced muscle wasting. Interestingly, despite being composed largely of type I fibers, we observed significant wasting in the *soleus* muscle of wild-type mice, which was prevented in muscles lacking HuR. In fact, the resistance of oxidative muscle fibers to cachectic stimuli is presently under debate, since some reports indicate that type I-rich muscles such as the *soleus* are resistant to cancer-induced muscle wasting, while others have shown the opposite outcome^56,57^. However, while oxidative fibers may or may not be inherently resistant, numerous studies have demonstrated the therapeutic benefit of promoting oxidative metabolic adaptations^24,29,53,54,58^. Since HuR plays a key role in muscle fiber formation in vitro^9,10,12,59,60^ and its expression pattern dramatically changes during muscle regeneration in vivo^9^, we speculate that HuR could also impact the commitment of satellite cells to myogenesis under cachectic conditions. Indeed, the onset of cachexia-induced muscle wasting is associated with an impairment of the regenerative capacity of satellite cells^61^. Hence, it is possible that under normal conditions HuR promotes satellite cells commitment to the myogenic process, while that under cachectic conditions HuR undergoes a functional switch to become a promoter of muscle loss. Experimentally addressing this possibility would provide more insight into on how HuR could promote both muscle formation and function, as well as the deleterious outcome of cachexia. While more work is needed to understand the mechanisms underlying the atrophic resistance of muHuR-KO mice, our results clearly establish that interfering with HuR function in muscle is protective against muscle atrophy in the LLC model of cancer cachexia.

Our results highlight the possibility that HuR can be considered as a viable target in future strategies to design novel approaches to comabt cancer-induced muscle atrophy. This is of particular interest given the recent development of small molecules that can inhibit HuR function^62–64^. However, given the systemic importance of HuR, future studies using HuR inhibitors to treat muscle atrophy will need to investigate potential side effects, as well as mechanisms for specific delivery to muscle tissue. Some of these issues may be circumvented, however, by targeting HuR functions specifically in muscular tissue. As described above, one apparent unique feature of HuR in muscle is a role in destabilizing target transcripts, which is at least in some cases mediated by interactions with co-factors, such as KSRP. Thus, targeting HuR interaction with protein ligands, such as KSRP, may prove to be a more viable strategy than a direct inhibition of HuR itself.

Overall, our findings are consistent with a model whereby HuR regulates the expression of key modulator of fiber-type specification, thus inhibiting the formation of type I muscle fibers. Taken together, our data suggest HuR is a potential pharmacological target to modulate skeletal muscle metabolism, which could have implications in muscle physiology and diseases such as cancer-induced cachexia.

## Methods

### Animals

All experiments using animals were approved by the McGill University Faculty of Medicine, Animal Care Committee and comply with guidelines set by the Canadian Council of Animal Care. Mice were housed in a controlled environment and provided commercial laboratory food (Harlan #2018; 18% protein rodent diet; Madison, WI). Housing of the mice was set on a 12 h light–12 h dark cycle. Mice were maintained in sterile cages with corn‐cob bedding and had free access to food and water. For our study we used three non-pathogenic mouse strains on a C57BL/6 background; mice expressing cre recombinase under the MyoD promoter (*MyoDCre)*^15^, mice in which the exon 2 of the *Elavl1* gene is floxed (*Elavl1*^*fl/fl*^)^14^, and the HuR muscle-specific knockout mice (*MyoDCre*^*+*^*;Elavl1*^*fl/fl*^, muHuR-KO) generated by our laboratory at McGill University using the Cre-LoxP system. The breeding strategy to maintain the muscle-specific HuR knockout colony consisted in back-crossing *Elavl1*^*fl/fl*^ mice with *MyoDCre*^*+*^*;Elavl1*^*fl/fl*^ mice. Littermates not expressing Cre recombinase (*MyoDCre*^*-/-*^*Elavl1*^*fl/fl*^) were used as control animals in this study.

### Genotyping

Mouse genomic DNA was isolated in vivo from tail biopsies or ex-vivo from muscle tissue as previously described^65^. Tail biopsies were incubated for 20 min in 300 μl of 0.5 M NaOH at 95 °C. Twenty-five microliters of 1 M Tris-HCl, pH 8 were then added and 2 μl of the resulting sample used as template DNA for PCR amplification of a fragment of the CRE recombinase gene and a fragment containing the LoxP sites. For isolation of genomic DNA from skeletal muscle, tissue was incubated with DNA extraction buffer (100 Mm NaCl, 25 Mm EDTA pH 8, 10 mM Tris-Cl pH 8, 0.5% sodium dodecyl sulfate (SDS), 1 mg/ml Proteinase K) overnight at 56 °C. DNA was then isolated by phenol–chloroform extraction and mice were genotyped by assessing PCR amplification of the Elavl1 gene (exon 2 region). PCR products were visualized by ethidium bromide staining on 2% Agarose gel. Primer sequences are provided in Supplementary Table 2.

### Lewis lung carcinoma (LLC) animal model of cachexia

Subcutaneous LLC tumors were established in the right hindlimb region of male muHuR-KO mice or control littermates (8–9-weeks-old) by subcutaneously injecting 1 × 10^6^ LLC cells. During the observation phase (30-day post injection), mice were monitored for tumor size and body weight every other day. The tumor volume was calculated using the formula: (*L* × *W*^2^)/2, where *L* is the longest tumor diameter and *W* the perpendicular axis diameter. At the end of experiment, mice were sacrificed by cervical dislocation and muscles were carefully dissected, weighed, and frozen in liquid nitrogen or in isopentane precooled in liquid nitrogen. The weight of the spleen (an indicator of an active immune response) and hindlimb fat pad was also determined. muHuR-KO mice or control littermates injected with PBS were used as control.

### Energy balance measurement

Indirect calorimetry study was performed in male, age-matched (8–10-week) muHuR-KO and control mice. Housing was under 12 h light–12 h dark cycle, with free access to food and water. The Oxygen consumption (V̇O_2_), carbon dioxide production (V̇CO_2_), and ambulatory activity were measured using a Comprehensive Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, OH) over 72 h, following a 24 h acclimation period. Measurements proceeded under a constant airflow rate of 1000 ml/min. The system allowed for eight individually housed mice to be monitored simultaneously. Oxygen consumption (V̇O_2_) and carbon dioxide production (V̇CO_2_) were recorded every 10 min. Respiratory exchange ratio (RER) was calculated as VO_2_/V̇CO_2_. Ambulatory activity was estimated by the number of infrared beam breaks along the *x*-axis of the metabolic cage. Heat production on per animal basis was calculated from the following equation: ((3.82 + 1.23 × RER) × VO_2_). Data was analyzed using CLAMS examination tool (CLAX; Columbus Instruments) version 2.1.0. Each animal was considered one experimental unit.

### Treadmill exhaustion test

Male, age-matched (8–10-week) muHuR-KO mice or control littermates were exercised on a Columbus 1050-RM Exer-3/6 Treadmill. The system allowed for six individual mice to be exercised simultaneously. Before the exhaustion test, mice were subjected to an acclimation process for 3 consecutive days with the following program; Day 1: static treadmill band 15 min. Day 2: walking on the treadmill for 15 min (5 m/min). Day 3: running for 10 min (10 m/min). Electric stimulus of 1 Hz was employed to force mice to run. Exhaustion test was conducted on two separate days (2 day resting period in-between) with the following program: 5 m/min for 1 min, 7 m/min for 1 min, 8 m/min for 5 min, followed by an increase of 1 m/min every minute until a maximum velocity of 21 m/min. Exhaustion was consider after 5 s permanence on the electric grid on a 1 Hz, 0.15 mA, 163 V electric stimulus. Maximum exercise capacity was estimated from each run-to-exhaustion trial using three parameters: the duration of the run (min), the distance ran (*m*), and the work performed (*J*). Work was calculated as *W* = body weight (kg) × running speed (m/min) × running time (min) × grade × 9.8 (J/kg × *m*). Values from the two sessions were averaged to provide exercise capacity. Each animal was considered one experimental unit.

### Rota-rod

Male, age-matched (20 weeks), muHuR-KO, and control mice were tested on a rota-rod apparatus (Ugo Basile, 47600). Animals received 1 day of training prior to testing with the following program; 5 min on acceleration rotarod at five revolutions per minute (rpm). Exercise days consisted of a program of the following: 2 min at 5 rpm followed by an acceleration period from 5 rpm to 20 rpm in 2 min. Tests were considered finished when mice fell off the apparatus. Exercising sessions (two in all) were completed over the period of a week with 4 days of resting in between the sessions. The latency to fall from the rod was recorded for each trial and values from both sessions were averaged to provide the rotarod latency statistic. If the mouse remained on the rod for more than 30 min, mice were removed from the machine and the test was considered as completed.

### Inverted-grid test

Fatigability of limbs was tested using the inverted-grid hanging test. Male, age-matched (20 weeks), muHuR-KO, and control animals were placed on a mesh grid (10 × 10 cm) mounted 60 cm above a padded surface. The grid was then inverted, and mouse was suspended upside down. Latency to fall from the grid was recorded; the maximum time allowed per trial was 6 min. Each mouse was tested in two different session consisting of 3 consecutive days each, with 4 days of resting in between sessions. Both sessions were averaged to provide the latency to fall and normalized to total body weight.

### Grip test

Muscle strength of male muHuR-KO and control mice (20 weeks) was evaluated using a DFE II Series Digital Force Gauge (Ametek DFE II 2-LBF 10-N) with an attached metal grid (10 × 10 cm). Mice were allowed to grasp the metal grid with either two limbs (forelimbs) or four limbs (forelimbs and hindlimbs) and gently pulled along the axis of the grid by the tip of the tail. Maximal strength (Newtons) with which mice pulled the grid was measured in two sessions, each one consisting in triplicate trials over 3 consecutive days. Four days of resting were allowed in-between sessions.

### **In situ** assessment of muscle contractile function

To determine contractile function, mice were anesthetized with an intraperitoneal injection of a ketamine-xylazine cocktail (ketamine: 130 mg/kg; xylazine: 20 mg/kg). Anesthesia was maintained with 0.05 ml supplementary doses as needed. The distal tendon of the left TA muscle was isolated and attached in turn with surgical 4.0 silk to the lever arm of a 305C-LR servomotor (Aurora Scientific Instruments), as done previously, with minor modifications (1–3). The Dynamic Muscle Control (DMC) and Analysis Software Suite (Aurora Scientific Instruments) was used for collection and data analysis. The partially exposed muscle surface of the TA was kept moist with PBS (pH 7.4) for the isometric contractile stimulation protocol and was directly stimulated with an electrode placed on the belly of the muscle. In situ measurement of the TA with direct stimulation was chosen over sciatic nerve stimulation, thereby removing potential negative effects such as a central contribution and, because blood delivery is intact, eliminating potential problems of isolated muscles (4). Optimal muscle length and voltage was progressively adjusted to produce maximal tension and length was measured with a microcaliper. The pulse duration was set to 0.2 ms for all tetanic contractions. Force-frequency relationships curves were determined at muscle optimal length at 10, 30, 50, 70, 100, 120, and 150 Hz, with 1 min intervals between stimulations to avoid fatigue. After tetanic-force measurement, the TA muscle was rested for 2 min and then subjected to 60 tetanic contraction. The fatigue resistance protocol was 60 tetanic contraction (75 Hz stimulation/200-ms duration) every 2 s for a total of 2 min. At the end of each experiment, mice were sacrificed by cervical dislocation and muscles were carefully dissected, weighed and frozen in liquid nitrogen or in isopentane precooled in liquid nitrogen. In situ muscle force was normalized to tissue cross-sectional area (expressed as newtons/cm^2^). Muscle cross-sectional area was estimated by diving muscle mass by the product of the muscle length and muscle density (1.056 g/cm^3^). During experiments, the investigators were blinded to mice genotype. Statistical analyses for data related to muscle-specific strength were performed using a two-way ANOVA with corrections for multiple comparisons by controlling for the false discovery rate using the two-stage method of Benjamini and Krieger and Yekutieli^66^ (with *q* < 0.1 and *p* < 0.05).

### Muscle freezing and sectioning

*Gastrocnemius*, *soleus*, EDL, and *peroneus* muscles were carefully dissected, mounted on 7% tragacanth gum and snap frozen in liquid-nitrogen-cooled isopentane for 10–20 s. Samples were stored at −80 °C before cryosectioning. Sections (10 μm) were kept at room temperature for 30 min before processing.

### Cross-sectional analysis

Muscle sections were routinely stained with haematoxylin and eosin (H&E)^67^. Wide‐field images were taken with a 20x objective lens on an inverted Zeiss Axioskop microscope with an Axiocam MRc color camera in the McGill University Life Sciences Complex Advanced BioImaging Facility. Cross-sectional analysis (CSA) of myofibers in muHuR-KO and control mice was determined on muscle sections. Fibers were circled manually, and area determination was calculated using the Image J software (NIH). A minimum of five-hundred fibers per muscle was used for the calculation of the cross-sectional area.

### Immunostaining

Serial muscle cryosections were incubated with the following monoclonal antibodies from the Developmental Studies Hybridoma Bank: BA-D5 (MyHC-I, 1:500), SC-71 (MyHC-IIA, 1:500), and BF-F3 (MyHC-IIB, 1:500)^68^. The immunohistochemical staining was performed using a goat anti-mouse secondary antibody conjugated to peroxidase-labeled complex (Dako, Glostrup, Denmark). After rinsing in PBS buffer section were incubated for 30 min at room temperature with a freshly prepared solution of 10 mg of 3,3′-diaminobenzidine tetrahydrochloride (DAB; Sigma, St. Louis, MO) in 15 ml of a 0.05 M Tris buffer at pH 7.6, containing 1.5 ml of 0.3% H_2_O_2_. Sections were then analyzed using a 20 x objective lens on an inverted Zeiss Axioskop microscope.

### Cell culture

Murine Lewis Lung carcinoma cells (LLC) were obtained from the ATCC and grown in Dulbecco’s modified eagle medium (DMEM) with 10% FBS and 1% streptomycin–penicillin (Invitrogen). C2C12 myoblasts (ATCC, Manassas, VA, USA) were grown and maintained in DMEM (Invitrogen) containing 20% Fetal Bovine Serum (FBS), and 1% penicillin/streptomycin antibiotics (Invitrogen). All cells were grown in a humidified incubator at 37 °C, 5% CO_2_.

### Transfection

The transfection of siRNA into C2C12 cells was performed as previously described^12^. Briefly, the transfection with siHuR, siKSRP or siCtl was performed when cells were 20–30% confluent. The transfection treatment was repeated 24 h later when cells were 50–60% confluent. All siRNAs duplexes were used at a final concentration of 120 nM. The GFP and GFP-HuR plasmids were generated and used as described in ref. ^9^. *jetPRIME*® (Polyplus) transfection regent was used for all transfections following the manufacturer’s instructions. siRNA oligonucleotides against siHuR, siKSRP as well as the control siRNA Ctl, was obtained from Dharmacon. siRNA sequences are provided in Supplementary Table 2.

### Preparation of muscle/cell extracts and immunoblotting

Muscle extracts were prepared by homogenization of frozen muscle tissue in extraction buffer (1x PBS,1% NP-40, 0.5% DOC, 0.1% SDS, 2 mM SOV, 1x protease inhibitor (Roche)). Cell extracts were prepared by incubating C2C12 muscle cells with lysis buffer (50 mM HEPES pH 7.0, 150 mM NaCl, 10% glycerol, 1% Triton, 10 mM pyrophosphate sodium, 100 mM NaF, 1 mM EGTA, 1,5 mM MgCl2, 1x protease inhibitor (Roche) for 15 min on ice. The lysed muscle/cells were then centrifuged at 0.1 times gravity ( x *g*) 12,000 rpm for 15 min at 4 °C in order to collect the supernatant. Western blot experiments were performed as previously described in ref. ^12^. Western blots were probed with antibodies against HuR (3A2, 1:10,000), PGC-1α (abcam, 1:1000), KSRP (abcam, 1:5000), Oxphos Antibody Cocktail (containing five mouse antibodies against the CI subunit NDUFB8, CII-30kDa, CIII-Core protein 2, CIV subunit I, and CV alpha subunit (abcam, 1:1000) or *α*-tubulin as loading control (Developmental studies Hybridoma Bank, 1:1000).

### Reverse transcription quantitative PCR (RT-qPCR)

Total RNA was isolated using TRIzol reagent (Invitrogen). One microgram of total RNA was reverse transcribed using the M-MuLV RT system according to the manufacturer’s instructions (New England BioLab). A 1/80 dilution of complementary DNA was then used to assess mRNAs expression using SsoFast™ EvaGreen® Supermix (Bio-Rad). Expression level of genes of interest were standardized using *GAPDH or RPL32* as reference, and relative levels of expression were quantified by calculating 2^−ΔΔ*C*^_T_, where ΔΔ*C*_T_ is the difference in *C*_T_ (cycle number at which the amount of amplified target reaches a fixed threshold) between target and reference genes. Primer sequences can be found in Supplementary Table 2.

### Actinomycin D pulse-chase experiments

The stability of the mRNAs of interest was assessed by the addition of the RNA polymerase II inhibitor, actinomycin D (ActD) (5 μg/ml) to GFP, GFP-HuR, siHuR, siKSRP, and siCtl-treated cells over a 6 h period. Total RNA was isolated at the indicated time points, using TRIzol reagent (Invitrogen), and analyzed by RT-qPCR. The expression level of the different mRNAs at each time point was determined relative to *RPL32* mRNA levels and plotted relative to the abundance of each message at 0 h of ActD treatment that is considered as 1.

### Polysome fractionation

Polysome fractionation was performed as previously described^12^. Briefly, the cytoplasmic extracts obtained from myoblasts treated with or without siHuR, collected at 100% confluency, were centrifuged at 130,000 × *g* for 2 h on a sucrose gradient (15–50% w/v). Absorbance at wavelength 254 nm was measured in order to determine the profile of polysome distribution. Twenty fractions were collected and divided in two groups; non-polysome (NP, fractions 1–6) and polysome (P, fractions 7–20). RNA was then extracted from each group using TRIzol LS (Invitrogen) according to the manufacturer's instructions. RNA integrity was monitored on agarose gel and was then analyzed by RT-qPCR using specific primers for PGC-1α and GAPDH mRNAs. *PGC-1α* mRNA level was standardized against GAPDH mRNA in each group and plotted as a Polysome to Non-Polysome ratio.

### Immunoprecipitation/RNA-IP

Immunoprecipitation/RNA-IP experiments were performed as previously described^12^. Briefly, 15 µl of the anti-HuR, anti-KSRP, or IgG antibodies were incubated with 60 µl of protein A-Sepharose slurry beads (washed and equilibrated in cell lysis buffer) for 4 h at 4 °C. Beads were washed three times with cell lysis buffer and incubated with 500 µg of cell extracts overnight at 4 °C. Beads were then washed again three times with cell lysis buffer and co-immunoprecipitated RNA was then eluted and processed for RT-qPCR analysis.

### mRNA sequencing (RNA-seq)

Total RNA from *soleus* muscle from two muHuR-KO and two control mice was isolated using TRIzol reagent (Invitrogen). RNA samples were assessed for quantity and quality using a NanoDrop UV spectrophotometer (Thermo Fisher Scientific Inc), and a Bioanalyser (Agilent Technology Inc). The four RNA-seq libraries were sequenced on the Illumina NextSeq 500 platform at the Institute for Research in Immunology and Cancer (IRIC) Genomics Core Facility, University of Montreal, to produce over 60 million, 100 nucleotide paired-end reads per sample. The reads were then trimmed for sequencing adapters and aligned to the reference mouse genome version mm10 (GRCm38) using Tophat version 2.0.10. Gene quantification was performed on the mapped sequences using the htseq-count software version 0.6.1. We performed a differential expression analysis using DESeq2 package, log transformation was used to normalize raw read counts and to calculate normalized expression counts. Biological replicates were combined, and the dataset visualized on a heatmap using the Morpheus software (version 4.7). (Data can be accessed in GEO database, GSE134241).

### Ingenuity pathway analysis (IPA)

The RNA-seq dataset generated by DESeq analysis was subjected to a subsequent analysis using the “Ingenuity Pathways Analysis” Software 5.0 (IPA, Ingenuity Systems) to define the main biologic processes associated with the gene expression changes in the muHuR-KO mice. This analysis was performed using detectably expressed (read number  >  0) genes across all samples (https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis).

### Mitochondria number

Mitochondrial number was estimated by determining the mitochondrial to nuclear DNA ratio as previously described^69^. Briefly, genomic DNA from skeletal muscle tissue was incubated with DNA extraction buffer (100 Mm NaCl, 25 Mm EDTA pH 8, 10 mM Tris-Cl pH 8, 0.5% SDS, 1 mg/ml Proteinase K) overnight at 56 °C. DNA was then isolated by phenol–chloroform extraction. DNA was quantified and diluted to a final concentration of 10 ng/µl to be used for qPCR amplification. A comparison of ND1 (NADH dehydrogenase 1, mitochondrial gene) expression relative to HK2 (Hexokinase 2, nuclear gene) DNA expression was used to estimate mtDNA copy number to nDNA copy number ratio.

### Statistical analyses

All values are reported as mean ± standard error of the mean (S.E.M). Significant differences between two group means were discerned by unpaired *t*-tests for normally distributed variables. Normality determined using the D’Agostino–Pearson test were appropriate. Statistical analyses for in-situ consisted in two-way ANOVA with corrections for multiple comparisons by controlling for the false discovery rate using the two-stage method of Benjamini and Krieger and Yekutieli^66^. *p*-values of < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

Source Data

## Data Availability

The data reported in this study in support of all the findings outlined are available from the corresponding author upon reasonable request. The source data underlying Figs. 1–8 and Supplementary Figs. 1–4 and 6–10 are provided as a Source Data file. The raw RNASeq data have been deposited into NCBI Gene Expression Omnibus (GEO) database under accession number GSE134241.

# Supplementary material for: Depletion of HuR in murine skeletal muscle enhances exercise endurance and prevents cancer-induced muscle atrophy
**Source:** Nat Commun. 2019 Sep 13;10:4171. doi: 10.1038/s41467-019-12186-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1
**Description:** List of differentially expressed genes as analyzed by RNA-Seq in the soleus muscle from muHuR-KO and control mice (log2 FC > 0.5 or < −0.5, p=0.05) (See attached Excel File). The raw RNASeq data have been deposited into NCBI Gene Expression Omnibus (GEO) data base under accession number GSE134241.

How the deposited data were processed for this re-analysis (not part of the article)

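RNA of the soleus of 2 muHuR-KO mice (1-9 and 3-9) and 2 control mice (3-8 and 3-12) was sequenced as 4 mRNA libraries, and all 4 were assigned to their group from the labels. For the deposited table, the authors aligned the reads to GRCm38 (mm10) with TopHat2 2.0.10, counted them per gene with HTSeq 0.6.1, and divided each library's counts by a size factor with DESeq2. The signal columns are therefore the authors' normalized counts, and the mean column is the mean of the 4 libraries. The deposited log2 fold changes are those of the authors' DESeq2 comparison, once shrunken and once unshrunken, of muHuR-KO against control 3-8. The deposited standard error and the Wald score come from the same comparison by the authors, as do the deposited p-values and adjusted p-values. The version of DESeq2, the annotation, the strand setting and any filter are not stated in the paper's text.

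Whole reads were recovered by dividing each library by the step between its values, and 100% of the values were whole to within 0.01. The totals were 25767295 reads for control 3-8, 13301715 for control 3-12, 30362871 for muHuR-KO 1-9 and 33348893 for muHuR-KO 3-9. The ratio of the chi-square to its degrees of freedom was 157 between the controls and 69.1 between the muHuR-KO libraries, so neither pair is a copy of the same library. Of 23420 genes in the table, 17533 had reads in at least 1 library. Genes were matched by symbol, or by a single RefSeq synonym, to GENCODE M21 on GRCm38 for coordinates, exon length and the GC content of the longest transcript, which gave 13180 of the 13287 tested genes (99.2%).

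Normalized counts were log2-transformed after adding 1, genes with a mean under 10 over the 4 libraries were left out, and limma 3.58.1 (R 4.3.3) was fitted with eBayes and a trend. Comparisons were muHuR-KO against both controls, muHuR-KO against control 3-8 with control 3-12 as a group of its own, and each library against the other 3. The comparison with control 3-8 has 1 residual degree of freedom and 8.34 prior degrees of freedom, against 5.62 prior degrees of freedom over both controls. The thresholds were an adjusted p (Benjamini-Hochberg) under 0.05, and an unadjusted p under 0.05 with a log2 fold change beyond 0.5 or a change of 1.5-fold. Of 36 gene lists, 32 had at least 5 measured members and were tested as sets with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The list of genes that the paper names was not tested as a set, since the study chose some of them on these libraries.

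Genes were named by a rule set before the data were examined: Elavl1, every gene that the paper names for RNA-seq, RT-qPCR or in its discussion, the 6 largest increases and 6 largest decreases past the adjusted threshold with a mean of at least 50 and both muHuR-KO libraries on the same side of each control of that comparison (control 3-8 alone in the comparison with it), and up to 4 members of smallest p from each list. A few values of the paper's own table had been seen before this rule was set. The comparisons, the lists and most alternatives were also chosen before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, TMM factors, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads (the latter also with shrunken fold changes), eBayes without a trend, a loess correction against gene length (span 0.4), and leaving out each library in turn. The loess corrections against GC content, alone and after length, the length correction of single libraries and the lists without each muHuR-KO library were chosen after the data had been examined.

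The fits were tested on simulated counts of 13287 genes, of which 100 were changed 2-fold and 100 were changed 4-fold. Over both controls 50% of the former and 94% of the latter were recovered, and against control 3-8 43% and 85%. The simulated spread was that of the muHuR-KO pair, which lay 49.2 apart where the controls lay 89.8 apart. Recovery over both controls is therefore likely too high in each setting. With the GC trend of control 3-8 added to the simulated counts, 20% and 87% were recovered over both controls, and 33% and 90% after the correction for GC content. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Reads per exon were not available, so the removal of exon 2 of Elavl1 was not measured, and no gene of the mitochondrial genome is in the table. The pathway analysis by commercial software was not repeated, because its gene lists are not in the files.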

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

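The tests of library depth, of the label of control 3-12 and of the genes higher against control 3-8 were chosen only after the result was seen. The length, GC and cell type tests of control 3-8 were chosen after its 1696 genes were seen and before their own results were.

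Control 3-8, the only control in the paper's fold changes, differs from the other 3 libraries in 1696 genes, 1649 of them lower, a difference among libraries that the paper does not report. The tables argue against depth. Control 3-8 has 25767295 reads, and control 3-12 is the shallowest library. Control 3-12 lies nearer to the muHuR-KO libraries (54.1 and 48.9) than control 3-8 does (79.2 and 73.0). After the length correction 1376 genes differ, over the bound of 50%, which argues against gene length as the sole cause. Of these, 219 are higher, against 47 before, so part of them are new calls. The same correction lowers the count of muHuR-KO against control 3-8 from 1304 to 445, so length stays open as part of the pattern. After the GC correction alone or with length, 612 and 502 genes pass, between the bounds set beforehand (under 10% or over 50% of the genes). Of these, 292 and 352 are higher, against 47 before, so many are new calls. A GC trend of this library stays open as the cause of all or part of the pattern. After the GC correction control 3-8 lies 59.35 to 72.89 from the other libraries, which lie 47.39 to 53.88 apart. RNA of other cells stays open, with a largest median difference among marker lists of -0.76 for 8 tendon genes (Tnmd 311.5 in control 3-8 and 463.5 to 783.5 elsewhere), which lies between the bounds of 0.5 and 1. The paper reports PCR genotyping of all mice of the study and loss of HuR by western blot, but a wrong label of the library of control 3-12 cannot be told apart here from a difference between control mice, because its 1190 counts of Elavl1 are of the whole gene and only exon 2 is removed.

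Of the 1304 genes past the adjusted threshold against control 3-8, 1287 are higher in muHuR-KO. A GC trend of control 3-8 is a candidate explanation for part of this asymmetry. Of the higher genes with a known GC content, 86.5% lie in the 3 of 10 groups of lowest GC content. After the GC correction 448 genes pass, 242 higher and 206 lower. After the length correction 445 pass, 427 higher and 18 lower, so it lowers the count as far but leaves most of the asymmetry. In simulated counts, a GC trend in control 3-8 alone led to 788 calls among unchanged genes, 88.6% of them higher, and to 18 after the GC correction. The trend put in was the one measured here in control 3-8, so the simulation cannot tell its cause. A real difference in genes of low GC content would give the same calls. The loss of HuR, with the libraries as labeled, predicts that the same genes lie above control 3-12 too, and their median log2 difference from it is -0.20, on the side of the bound (at or below 0) that argues against this explanation. Over all genes of the 3 groups of lowest GC content that median is -0.15, -0.09 and -0.07, so genes of low GC content lie below control 3-12 in general, and the -0.20 is not a value of the called genes alone. The test rests on 1 library whose genotype the table cannot check, so an effect of HuR on these genes stays open, as do untested differences between the mice.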

How the results depend on the processing

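Of the results over both controls, the count past the adjusted threshold stayed 0 under each alternative except leaving out a library (range 0 to 1260, with 2 without control 3-8 and 1260 without control 3-12). The count past the paper's thresholds (102) was 314 without the filter and 61 at a mean of at least 50, where other genes were tested, and 172 without the trend, 158 after the GC correction and 167 after length and GC. Leaving out a library gave 29 to 2841 (29 without muHuR-KO 1-9, 61 without muHuR-KO 3-9, 623 without control 3-8 and 2841 without control 3-12). The share of higher genes (82.4%) was 72.2% after GC and 62.3% after length and GC, and 49.92% to 89.7% when a library was left out, turning over without control 3-8 (49.92%) and 68.9% without muHuR-KO 3-9. Against control 3-8, the adjusted count (1304) was 0 without the filter, 0 without the trend, 445 after the length correction, 448 after GC and 482 after both, and kept within 1.5 times with both pseudocounts, a mean of at least 50, TMM, edgeR and DESeq2. The count at the paper's thresholds (2861) was 1806 with shrunken DESeq2 fold changes. The share of higher genes (82.2%) was 80.8% without the filter, 88.4% with TMM, 89.1% with edgeR, 91.0% with DESeq2, 92.2% with shrunken DESeq2 fold changes, 90.8% without the trend, 69.9% after length and 53.1% after GC, and turned to 38.97% after both. Against the other 3 libraries, control 3-8 had 612 genes after GC and 502 after both (1696 before), and control 3-12 had 4 after GC (0 before). The log2 fold change of Cd36, 2 muHuR-KO against control 3.8, turned to -0.15 after GC, and the log2 fold change of Xrn1, 2 muHuR-KO against control 3.8, turned to -0.0746 after length and GC. Apart from the smaller or larger sets of genes and samples, the cause of these changes was not tested. All GC corrections were chosen after the data had been examined. None of 52 genes examined singly passed over both controls under any alternative but leaving out control 3-12, when 35 passed, and 36 of the 52 lost their call against control 3-8 without the filter and without the trend. After the length correction 16 of the 52 genes lost their call against control 3-8. After GC 11 lost it and after both 15, besides Cd36 and Xrn1 above, and 1 gained a call after both. All 11 calls of lists over both controls and all 13 against control 3-8 ended with an estimated correlation and with fry. Both rest on few residual degrees of freedom (1 against control 3-8), so these losses were to be foreseen and decide nothing about the lists. The p with the preset correlation decides nothing about genotype either. Against control 3-8 it rests on 1 control library, and a shift of that library with GC content would move many genes of a list together. Against control 3-8, 7 lists lost their call after the length correction. When a library was left out, the medians over both controls of lists whose direction turned, by the median or by camera, ran from -0.58 to 0.23 for slow fibers, -0.28 to 0.00565 for glycolysis, -0.33 to 0.0606 for fatty acid oxidation, -0.13 to 0.23 for PPARα signaling, -0.0326 to 0.51 for interferon, -0.23 to 0.45 for mRNA decay, -0.43 to 0.0912 for ribosomal proteins, -0.59 to 0.54 for adipocytes, -0.18 to 0.89 for macrophages and 0.0106 to 0.55 for fibroblasts. A sign that changed where neither value was called counts as no direction. Leaving out a muHuR-KO library leaves no degree of freedom against control 3-8 and was not run. No paired analysis was run, because the groups share no replicate number and the labels do not say what the first part of each number means.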

Differences from the paper's values

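The paper's fold changes are against control 3-8 alone, so its values and those over both controls rest on unlike groups of samples. Over both controls, 102 genes changed at least 1.5-fold at an unadjusted p under 0.05, against the paper's 1914 genes. The paper gives the fold beside that count and, for the list it cites, a log2 fold change beyond 0.5 with p = 0.05. Of the alternatives set before the data were examined, only leaving out control 3-12 (2513 genes) brings the count within 1.5 times the paper's. The others do not, with 29 to 536 genes. Against control 3-8, the count is 2531, of which 89.0% are higher against the paper's 86%, and 1840 with DESeq2. In the authors' deposited comparison, 1810 genes (90.1% higher) pass a log2 fold change beyond 0.5 with a p under 0.05, and 2541 (86.8% higher) at any p. At 1.5-fold 1626 pass with a p under 0.05 and 1958 at any p. These deposited counts use the shrunken fold changes, while the 2531 and 1840 rest on unshrunken ones. None of the deposited counts equals the paper's, and the deposited unshrunken fold changes were not counted. Without control 3-8, 55.4% of 536 genes are higher.

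For Npm1, the log2 fold change over both controls is 0.31, against the paper's value of about 0.7 in Fig. 5b, read by eye, which is against control 3-8 alone. The paper's value lies within the standard error of the fit with the length correction (0.35), without control 3-12 (0.77), without muHuR-KO 1-9 (0.34) and without muHuR-KO 3-9 (0.28). Only the second of these moves near the paper's value, and the others have larger errors. It differs with both pseudocounts, without the filter, at a mean of at least 50 and without the trend (0.31 in each), with TMM (0.35), edgeR (0.28) and DESeq2 (0.24), and without control 3-8 (-0.15). Against control 3-8 it is 0.77.

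The paper states that its heatmap separates the genotypes clearly, and by its methods replicates were combined for that heatmap. Between single libraries, the controls are the most distant pair of the 4 libraries (89.8), and control 3-12 lies nearer to muHuR-KO 3-9 (48.9) than the muHuR-KO libraries lie to each other (49.2). The paper states that MyoD mRNA is lower, also by RT-qPCR of soleus, and that it is less stable in myoblasts depleted of HuR. Myod1 has a log2 fold change of -0.60 against control 3-8 and -0.07 against both controls, and neither passes. Both muHuR-KO libraries lie below control 3-8 (457) and above control 3-12 (217). The paper states that NPM mRNA is higher, and both muHuR-KO libraries lie above control 3-8 (2330) and below control 3-12 (4406). The paper describes its RT-qPCR increase of PGC-1α mRNA as matching its RNA-seq data, and also reports more PGC-1α protein in soleus. Ppargc1a has a log2 fold change of 1.02 against control 3-8, with an adjusted p of 0.0666 from limma, 0.0384 from edgeR and 0.0208 from DESeq2, and muHuR-KO 3-9 (2426) lies below control 3-12 (2695).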

Other observations

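The paper reports a larger share of type I fibers in soleus by staining. By RT-qPCR it reports more Tnni1 and type I myosin mRNA, and less Tnnt3 and type IIB myosin mRNA. In the RNA-seq libraries, genes of the contractile apparatus were not raised together for either fiber type. Against control 3-8, those of slow fibers went the other way than the paper's RT-qPCR. Of 15 genes of slow fibers, 1 was lower and none was higher against control 3-8 at an adjusted p under 0.05 from limma, with a median log2 fold change of -0.58 and an adjusted p of 0.00345 from camera (0.864 with an estimated correlation). Without control 3-8 the direction turned, to a median of 0.23. The gene was Myl6b, a slow myosin light chain, with 3609 ± 329 normalized counts (SD, n = 2) in muHuR-KO muscle, 7588 in control 3-8 and 2156 in control 3-12. Of 17 genes of fast fibers, 1 was higher, Myh1, the myosin of type IIX fibers, with 155131 ± 4164 (SD, n = 2), 54545 in control 3-8 and 229802 in control 3-12. Myh7, the myosin of type I fibers, had a log2 fold change of -0.59 against control 3-8 (adjusted p = 0.435 from limma), and Tnni1, the slow troponin I, one of -0.91 (adjusted p = 0.104 from limma). Against control 3-12 the values were 0.74 for Myl6b, -0.05 for Myh7 and 0.21 for Tnni1. Myh2, of type IIA fibers, had 0.30 against control 3-8 and -0.39 against control 3-12, and Tnnt3, a fast troponin T, had -0.08 and -0.13. Myh4, of type IIB fibers, varied within both groups, with 21982 in control 3-8, 1702 in control 3-12, 18766 in muHuR-KO 1-9 and 2021 in muHuR-KO 3-9. The myosin genes are near-identical in parts and may share reads.

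Among genes that the paper measured by RT-qPCR of soleus, Ppargc1b had a log2 fold change against control 3-8 of 0.20. Tfam had 0.44, Ppara 0.17, Ncoa6 0.40 and Tpm1 -0.28, and none of the genes passed with limma, with adjusted p from 0.294 to 0.683. Over both controls these 5 values ran from -0.12 to 0.26. The paper reports no change for 6 genes of fatty acid transport and oxidation. In the RNA-seq libraries 4 of them did not pass against control 3-8, with adjusted p from 0.226 to 0.737 by limma. The others, Cd36 and Ucp3, had 0.92 and 0.87 (adjusted p = 0.0426 and 0.0453 from limma), and 0.32 and 0.47 over both controls, and Cd36 turned to -0.15 after the GC correction.

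Markers of other cell types differed between libraries. Of 8 tendon markers 3 were higher against control 3-8 by limma, with a median of 0.83 (0.62 over both controls), among them Comp with 274 ± 15.9 (SD, n = 2), 126 in control 3-8 and 256 in control 3-12. Of 10 adipocyte markers 1 was higher, Lep, with 61.5 ± 3.18 (SD, n = 2), 12.7 in control 3-8 and 114 in control 3-12. Of 15 macrophage markers 2 were higher. Of 9 smooth muscle markers 1 was higher. None of 11 endothelial, 11 fibroblast, 10 Schwann cell and 4 measured red blood cell markers passed. Of 4 measured genes of the Y chromosome, 3 were higher against control 3-8, and none after the GC correction.

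The other lists gave these counts against control 3-8 at an adjusted p under 0.05 from limma. Of 24 genes of TGF-beta signaling 4 were higher, of 21 p53 targets 4, of 26 atrophy genes 2, of 24 myogenic genes 2, of 17 clock genes 2, of 17 ATF4 genes 1 and of 16 heat shock genes 1, and none was lower. Of 33 immediate early genes 1 was higher and 2 were lower, and of 18 genes of denervation 1 was lower, Sln. None of 50 ribosomal proteins, 17 NRF2 targets and 18 hypoxia genes passed. The ribosomal proteins had a median log2 fold change of -0.43, with an adjusted p of 3.42e-09 from camera and 0.864 with an estimated correlation, and the direction turned without control 3-8, to a median of 0.0912. The mitochondrial genome's genes had no measured member. Of the 45 genes that the paper names, 9 passed against control 3-8 and none over both controls. Over both controls no member of any list passed by limma.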
